# Identification of the Transcriptional Biomarkers Panel Linked to Pathological Remodelling of the Eye Tissues in Various HD Mouse Models

**DOI:** 10.3390/cells11101675

**Published:** 2022-05-18

**Authors:** Iwona Mazur-Michałek, Marcin Ruciński, Mateusz Sowiński, Paulina Pietras, Marta Leśniczak-Staszak, Witold Szaflarski, Mark Isalan, Michal Mielcarek

**Keywords:** Huntington’s disease, ocular neurodegeneration, retina, transcriptional deregulation, biomarkers, mouse models

## Abstract

Ocular abnormalities are becoming associated with a spectrum of pathological events in various neurodegenerative diseases. Huntington’s disease (HD) is just such an example of a fatal neurological disorder, where mutated genes (CAG trinucleotide expansions in the *Huntingtin* gene) have widespread expression, leading to the production of mutant Huntingtin (mHTT) protein. It is well known that mutant HTT protein is prone to form toxic aggregates, which are a typical pathological feature, along with global transcriptome alterations. In this study, we employed well-established quantitative methods such as Affymetrix arrays and quantitative PCR (qPCR) to identify a set of transcriptional biomarkers that will track HD progression in three well-established mouse models: R6/2, R6/1, and *Hdh*Q150. Our array analysis revealed significantly deregulated networks that are related to visual processes and muscle contractions. Furthermore, our targeted quantitative analysis identified a panel of biomarkers with some being dysregulated even at the presymptomatic stage of the disease, e.g., *Opn1mw*, *Opn1sw*, and *Pfkfb2*. Some of the deregulated genes identified in this study have been linked to other genetic ocular disorders such as: GNAT2, a source of achromatopsia, and REEP6, linked to *Retinitis pigmentosa.* It may thus be a useful platform for preclinical evaluations of therapeutic interventions.

## 1. Introduction

Chronic and progressive neurodegenerative diseases such as Alzheimer’s disease (AD), Parkinson’s disease (PD), and Huntington’s disease (HD) have been associated not only with widespread brain pathology but also with peculiar ocular abnormalities [1]. In fact, the eye is a multi-cellular organ that can be recognised as a window to the brain [2]. The strong link between the eye and the central nervous system has already been found to have consequences in the neurodegenerative pathological conditions where visual manifestations precede central symptoms [3]. The list of such neurodegenerative disorders includes Huntington’s disease: this is a fatal, inherited neurodegenerative disease caused by CAG triplet expansions within exon 1 of the huntingtin gene (*HTT*) [4]. Such triplet expansions translate into a polyglutamine stretches (polyQ) within HTT protein, leading to alterations in its biochemical and structural properties [5,6]. In humans, HD is characterised by a broad spectrum of symptoms including motor dysfunction, cognitive decline, and progressive dementia, with the first abnormalities typically occurring in midlife [6]. In addition, a recent cohort study revealed a number of co-existing non-psychiatric comorbidities in HD gene carriers. The study identified six clusters of comorbid conditions in HD patients: musculoskeletal, allergies, cardiovascular, gastrointestinal, thyroid, and ophthalmologic [7]. Since Huntingtin transcripts can be found in virtually all somatic tissues [8] and during embryonic development [9], it has become apparent that the HD-related pathological abnormalities are not restricted only to the central nervous system, as was initially anticipated [10]. The widespread peripheral HD pathology has been extensively described in various HD mouse models and in HD patients (for a review see [10,11]). Indeed, we have identified a spectrum of pathological events leading to HD-related cardiomyopathy in various HD mouse models [12,13,14], which is likely driven by the functions of intrinsic mutant HTT in the heart [15]. Another example of peripheral abnormalities is the skeletal muscle malfunction in HD mouse models [16,17] and in human gene carriers (for a review see [18]). Interestingly, the HD skeletal muscle pathology can be delayed by a small molecule in the presence of ongoing CNS degeneration [19].

It has recently become apparent that eye tissue may also be affected by HD-related pathology. It has been shown that mutant HTT is expressed in the retina of two HD-fragment mouse models, namely R6/2 and R6/1. In addition, the mutant HTT aggregates load progressively and accumulate throughout three neuronal layers of retina [20]. Consistently, mutant Huntingtin aggregates have been found in the main neuronal population of cells, e.g., cone and rod photoreceptors, bipolar and amacrine cells, as well as in ganglion cells [20]. On the physiological level, an analysis of electroretinograms (ERG) revealed severe retinal dysfunction, with an apparent reduction of both a- and b-waves at maximal intensities, in symptomatic R6/1 mice. These functional deficits were also observed in the same study in the R6/2 mouse model, which suffered progressive abnormalities in visual capabilities at the pre-symptomatic stage (4 weeks of age) [20]. A more recent study of retinal pathological remodelling in symptomatic R6/1 mice, also observed by ERG a severe and progressive deficit in cone response. In addition, there was an increased gliosis of Muller cells and the presence of ectopic rod photoreceptor terminals [21]. Consequently, the pathological retina remodelling in symptomatic R6/1 mice was also observed in the downstream neuronal cell population, in the rod and cone bipolar cells [21].

The early studies in human HD carriers revealed slower tracking eye movements and saccades as the most prominent abnormalities of the oculomotor function (reviewed in [22]). Moreover, other ophthalmic parameters have been shown to be also affected in HD carriers. A study that used spectral-domain optical coherence tomography to measure peripapillary retinal nerve fiber layer (pRNFL) thickness, and the thickness and volume of retinal layers in 15 HD patients, revealed a significant pathological remodelling of the retina. Several features such as temporal and macular retinal nerve fiber layers, the inner plexiform layer, retinal pigment epithelium, and outer macular volume, were found to be significantly lower in HD, in comparison to age-matched controls. However, the outer nuclear layer and outer retinal layer thickness were significantly increased [23].

Although a number of retina-related pathological abnormalities have already been identified in preclinical studies, using a variety of HD mouse models and in human clinical studies, there is an urgent need to establish a panel of quantifiable biomarkers for these processes. This can be achieved by transcription profiling. Hence, our study aims to identify transcriptional dysregulation of the oculomotor transcriptome, in various HD mouse models, using an Affymetrix array analysis, followed by quantitative PCR.

## 2. Material and Methods

### 2.1. Mouse Maintenance and Genotyping

All HD mouse lines were purchased from Jackson Laboratories (US). The R6/2, R6/1, and *Hdh*Q150 HD mouse lines were bred and genotyped as previously described [14,24,25]. The cumulative CAG counts for all time-points were as follows: R6/2 (162 ± 2.8 SD); R6/1 (131 ± 3.1 SD; and *Hdh*Q150 homozygote (165 ± 1.7 SD). All experimental procedures were conducted under a project license from the Home Office, UK, and approved by the Animal Welfare and Ethical Review Body of Imperial College London. Experimental groups included: the R6/2 mouse model at 4, 9, and 12 weeks of age (n > 6) and their C57BL/6J littermates (n > 6); the R6/1 mouse model at 2, 6, and 8 months of age (n > 6) and their C57BL/6J littermates (n > 6); and the *Hdh*Q150 homozygote mice at 4, 14, and 23 months of age (n = 5), compared to their C57BL/6J littermates (n = 5). All animals had unlimited access to water and breeding chow (Special Diet Services, Witham, UK), and housing conditions and environmental enrichment were as described previously [25].

### 2.2. RNA Extraction and Taqman Real-Time PCR Expression Analysis

Total RNA from eye tissues was extracted with the mini-RNA kit (Qiagen, Manchester, UK), according to the manufacturer’s instructions. The reverse transcription reaction was performed using MMLV superscript reverse transcriptase (Invitrogen, Carlsbad, CA, USA) and random hexamers (Sigma, New York, NY, USA), as described in an earlier study [25,26]. All Taqman qPCR reactions were performed with a LightCycler^®^ 480 Instrument (Roche, Welwyn Garden City, UK), as described previously [17]. Estimation of mRNA copy number was determined in triplicate for each RNA sample by comparison with the geometric mean of three endogenous housekeeping genes (Primer Design, London, UK), as described [17]. Stable housekeeping genes for qPCR profiling of eye tissues for HD mouse models at specific time points were determined using the Primer Design *geNorm™ Housekeeping Gene Selection Mouse Kit with PerfectProbe™* software, as described previously [26], which contains a panel of genes: *Atcb* (Actin, beta, cytoplasmic, 11461), *Gapdh* (Glyceraldehyde-3-phosphate dehydrogenase, 14433), *Ubc* (Ubiquitin C, 22190), *B2m*, (Beta-2-microglobulin, 12010), *Ywhaz* (Phospholipase A2, 22631), *Rpl13a* (Ribosomal protein L13a, 22121), *Canx* (Calnexin, 12330), *Cyc1* (Cytochrome c-1, 66445), *Sdha* (Succinate dehydrogenase complex, subunit A, 66945), *18S* (18S rRNA, 19791), *Eif4A2* (Eukaryotic translation initiation factor 4A2, 13682), and *Atp5b* (ATP synthase subunit, 11947). The following Taq-man assays for selected genes of interest, from Thermo Fisher Scientific, were used in this study: *Fabp7* (Mm00445225_m1), *Arr3* (Mm00504628_m1), *Opn1mw* (Mm00433560_m1), *Opn1sw* (Mm00432058_m1), *Gnat2* (Mm00492394_m1), *Pfkfb2* (Mm00435575_m1), and *C1ql3* (Mm00655312_m1).

### 2.3. RNA Isolation for Array Analysis

The total RNA was extracted using TRI Reagent (Sigma-Aldrich, St. Louis, MO, USA) and purified on columns (NucleoSpin Total RNA Isolation, Qiagen GmbH, Hilden, Germany). The amount of total RNA was determined by optical density at 260 nm and its purity was estimated by 260/280 nm absorption ratio (higher than 1.8 required) (NanoDrop spectrophotometer, Thermo Scientific, Waltham, MA, USA). The RNA integrity and quality were also verified by Bioanalyser 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA). The resulting RNA integrity numbers (RINs) were between 8.5 and 10 with an average of 9.2. Each sample was diluted to the RNA concentration of 100 ng/μL. From each RNA sample, 100 ng of RNA was taken for microarray experiments.

### 2.4. Microarray Expression Study

The microarray study was carried out according to previously described protocols [27,28,29]. The isolated RNA was pooled into fifteen samples, representing wild type littermates (n = 3) and R6/1 mice (n = 4), at the symptomatic stage of 6 months of age; wild type littermates (n = 4) and R6/2 mice (n = 4), at the symptomatic stage of 9 weeks of age. The total RNA (100 ng) from each sample was subjected to two rounds of sense cDNA amplification, biotin labelling, and fragmentation according to the manufacturer’s protocol. (GeneChip^®^ WT Plus Reagent Kit, Affymetrix, Santa Clara, CA, USA). Biotin-labelled fragments of cDNA (5.5 μg) were hybridised to the Affymetrix^®^ Mouse Gene 2.1 ST Array Strip (45 C/20 h). After hybridisation, array strips were washed and stained by the Fluidics Station of a Gene Atlas System (Affymetrix). Next, the array strips were scanned by the Imaging Station from a Gene Atlas System. Preliminary analysis of the scanned microarrays was performed using Affymetrix Gene Atlas TM Operating Software (Affymetrix, Santa Clara, CA, USA). The quality of gene expression data was checked according to quality control criteria provided by the software. The obtained CEL files were imported into downstream data analysis.

### 2.5. Microarray Data Analysis

All analyses were performed using BioConductor software with the relevant Bioconductor libraries, based on the statistical R programming language (v4.1.2; R Core Team 2021). The Robust Multiarray Average (RMA) normalization algorithm implemented in the “Affy” library was used for normalization, background correction, and calculation of the expression values for all examined genes [30]. Biological annotation was taken from the BioConductor “mogene21sttranscriptcluster.db” package, where the annotated data frame object was merged with the normalized data set, leading to a complete gene data table [31]. The set of genes with low variance was removed by a variance-based filtering function from the “genefilter” library [32]. Differential expression and statistical assessment were determined by applying the linear models for microarray data implemented in the “limma” library [33]. The selection criteria for a significantly changed gene expression were based on *p*-value < 0.05 with 20% of false discovery rate (FDR) correction. The result of this selection was presented as a volcano plot, showing the total number of up- and down-regulated genes. Principal component analysis (PCA) of the filtered data set was performed and visualized using the “factoextra” library [34].

Raw Data files were also deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/ accessed on 25 March 2022) under the GEO accession number: GSE 199335.

### 2.6. Assignment of Differentially Expressed Genes to Relevant Gene Ontology (GO) Terms

The whole set of differentially expressed genes (DEGs) were subjected to functional annotation and clustering using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) bioinformatics tool [35]. All gene IDs of differentially expressed genes were uploaded to DAVID by the “RDAVIDWebService” BioConductor library [36], where DEGs were assigned to relevant GO terms, with a subsequent selection of significantly enriched GO terms from the GO BP FAT database. The *p*-values of selected GO terms were corrected using Benjamini–Hochberg correction, described as adjusted *p*-values [37]. Differentially expressed genes from each comparison were visualised as a heatmap using the “ComplexHeatmap” library [38], where the 9 most significantly-enriched ontological groups (lowest adjusted *p*-values) were shown as dots. To find the common DEGs in two symptomatic HD mouse models, namely R61 at 6 months of age and R6/2 at 9 weeks of age, the “ggvenn” library was used [39]. List of common DEGs ENTREZ IDs were functionally analyzed using the Metascape tool. Metascape combines functional enrichment, interactome analysis, gene annotation, and membership search to leverage over 40 independent knowledgebases [40]. The ontological terms that were significantly regulated were visualised as a bar plot. The association of individual genes with relevant ontological terms was presented using Cytoscape (v. 3.7.2) software [41].

## 3. Results

To date, our knowledge of potential biomarkers that can be linked to the eye pathological remodeling in Huntington’s disease is very limited. Hence, in this study, we aimed to establish the transcriptional signature related to the pathology of the eye tissue, using an Affymetrix array and qPCR assays in various HD mouse models. To test the hypothesis that mutant HTT leads to transcriptional remodeling of the eye transcriptome, we used two types of well-established HD mouse models. These included so called fragment models that are transgenic for a mutated N-terminal exon 1 HTT fragment, namely R6/2 and R6/1 [4], and the full length model *Hdh*Q150, which has an expanded CAG repeat knocked-in to the mouse huntingtin gene (*Htt*) [42]. We performed our analysis during the onset of HD symptoms in all three HD mouse models, representing different stages of disease progression, as established previously [16,24,25]: the pre-symptomatic stage (R6/2 at 4 weeks of age; R6/1 at 2 months of age; *Hdh*Q150 at 4 months of age); the symptomatic stage (R6/2 at 9 weeks of age; R6/1 at 6 months of age; *Hdh*Q150 at 14 months of age); and the end-stage (R6/2 at 12 weeks of age; R6/1 at 8 months of age; *Hdh*Q150 at 23 months of age).

We began our comprehensive analysis of the eye transcriptome by employing Affymetrix array analysis in two HD mouse models at the symptomatic stage: R6/1 at 6 months of age and R6/2 at 9 weeks of age. 

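Transcript levels in whole eyes were measured on Affymetrix Mouse Gene 2.1 ST arrays, on which probes along each transcript capture biotin-labelled cDNA. The 15 arrays covered R6/1 mice and wild type (WT) mice at 6 months of age, and R6/2 mice and WT mice at 9 weeks of age. The transgene of R6/1 mice carried 131 ± 3.1 (SD) CAG repeats and that of R6/2 mice 162 ± 2.8 (SD), as the paper gives them. The methods of the paper give 3 WT and 4 R6/1 arrays at 6 months, whereas the labels of the deposited arrays give 4 WT and 3 R6/1. Both give 4 WT and 4 R6/2 arrays at 9 weeks. In Fig. 1B, the columns headed R6/1 match the 3 arrays labelled R6/1 and the array labelled WT replicate 4 at 6 months. The columns headed WT beside them match WT replicates 1 to 3, with a further column that matches the mean of these better than any single array. The headings are no sure guide to the groups, since in the R6/2 heatmap they run opposite to the labels, which are kept for both groups at 9 weeks. As it also gives the numbers stated in the methods, values are given first with that array counted as R6/1 (the groups of Fig. 1B, 3 WT against 4 R6/1), then with the groups as labelled. This grouping was among the alternatives set in advance, but it was placed first, and combined with other alternatives, only after the values had been seen. The methods state that RNA was pooled into the samples, so each p measures only the spread between these samples. The number of arrays limits the precision. For labelling, the methods name the GeneChip WT Plus Reagent Kit, whereas the array labels name the GeneChip IVT Express Kit.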

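The authors processed the arrays by RMA, which corrects background, normalizes across arrays and summarizes the probes of each transcript on the log2 scale. The deposited values had array medians from 2.78 to 2.95. Their interquartile range was 2.17 in WT replicate 3 and 2.26 in R6/1 replicate 3 at 6 months, 2.43 in WT replicate 3 at 9 weeks, and 2.47 to 2.61 in the other arrays. Of the probe sets, 23521 carry 1 gene symbol, 1814 carry several and 16010 carry none. For the 1082 genes with over 1 probe set, the probe set with the highest mean was used, which left 22180 genes. The upper 50% by interquartile range, 11090 genes, were tested with limma in 1 fit of the 4 group means over all 15 arrays. The grouping at 6 months therefore also affects the error used for R6/2. A gene was called at p under 0.05 and adjusted p under 0.20, the threshold of the paper, and adjusted p values below are from limma unless another test is named. Percent of WT is the ratio of the group means taken back from the log2 scale. Gene lists for 33 ocular cell types, muscle types and cell processes were fixed before the data were examined. When they were written, the directions of Opn1mw, Opn1sw, Arr3, Gnat2, Reep6, Fabp7, Pfkfb2, C1ql3 and the genes of Fig. 1B and Fig. 1D had been seen in the paper. Lists that hold these genes are thus not independent evidence of their direction. Lists were tested with camera at its preset correlation of 0.01 between genes, against all others of the 22180 genes before the interquartile range filter. They were called at adjusted p under 0.05. The files give no genome positions, so genes are given by symbol and probe set.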

The transcriptome of HD mouse models was compared to age-matched wild type controls. Volcano plots (Figure 1A) represent overall transcriptional changes in the HD eye tissues; here we found 38 down-regulated and 11 up-regulated genes in the symptomatic R6/1 mice, while the symptomatic R6/2 mouse transcriptome showed 27 genes to be down-regulated and 25 up-regulated. 

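Cone photoreceptor and muscle transcripts had the largest falls in both models. In R6/1 eyes, the 10 largest falls among called genes were those of the cone genes Opn1sw, Opn1mw and Arr3, and of Mb, Myh4, Myh2, Pvalb, Mylk4, Tcap and Myh15, which skeletal muscle expresses. In R6/2 eyes, Opn1sw, Opn1mw, Arr3, Myh4, Pvalb, Tcap, Myh2 and Myh15 were again among the 10 largest, with Cartpt and Fasn. These rankings cover genes whose HD and WT arrays did not overlap. In the groups of Fig. 1B, 43 genes fell and 10 rose in R6/1 eyes (n = 4 arrays against 3), and 35 fell and 27 rose in R6/2 eyes (n = 4 against 4). At adjusted p under 0.05, 29 fell and 6 rose in R6/1, and 13 fell and 8 rose in R6/2. The largest rise after Tmem26 in R6/1 was that of Gje1, a connexin-like gene of the lens, with a log2 fold change of 1.60 (standard error 0.21, adjusted p = 0.000867). Its log2 fold change in R6/2 was 0.50 (adjusted p = 0.367). Spc25, a kinetochore component, had a log2 fold change of 1.33 in R6/2 (standard error 0.26, adjusted p = 0.0458). Tnmd, tenomodulin of tendon and other connective tissue, rose in R6/2 by 1.03 on the log2 scale (standard error 0.18, adjusted p = 0.0243). Fasn, fatty acid synthase, fell by 1.99 on the log2 scale in R6/2 (standard error 0.47, adjusted p = 0.143). Cartpt, a neuropeptide precursor, fell by 2.02 (standard error 0.43, adjusted p = 0.0806). Both stood highest in WT replicates 2 and 4 at 9 weeks, with Fasn at 9.93 and 10.21 against 7.94 and 7.37 in WT replicates 1 and 3. Of the alternatives tried with these groups, 14 ended the call of Fasn and 8 that of Cartpt. No gene was called for a difference in change between the models by limma. There, 339 of 11090 genes had an unadjusted p under 0.05, fewer than the share of 0.05 that chance would give. As labelled, 2 genes fell (Opn1sw and BB283400) and 4 rose (Tmem26, Fabp7, Ccdc175 and Myom2) in R6/1, and 11 fell and 8 rose in R6/2. Leaving out 1 array moved the R6/1 counts by over 1.5 times in 5 cases, to 26, 28 and 87 lower genes without WT replicates 1, 2 and 3 at 6 months, and to 22 and 17 higher genes without R6/1 replicate 3 and WT 9 weeks replicate 4. The R6/2 counts were 69 lower and 82 higher without WT replicate 3 at 6 months, 267 and 125, 23 and 14, and 637 and 283 without WT replicates 1, 2 and 3 at 9 weeks, and 8 higher without WT replicate 4. They were 15 lower and 9 higher, 17 and 10, and 13 and 8 without R6/2 replicates 2, 3 and 4, and 13 and 17 higher without R6/2 replicate 1 and R6/1 replicate 1. With the replicate number as a block, 38 genes fell and 11 rose in R6/1, and 122 fell and 63 rose in R6/2. The labels name no pairing of arrays. At 6 months, deviations from the group means correlated at r of 0.41, 0.34 and 0.75 in replicates 1, 2 and 3, and at up to 0.31 between other numbers. At 9 weeks r was 0.11, -0.29, -0.22 and 0.26 in replicates 1 to 4, so the block rests mainly on replicates 3 at 6 months.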

We used stringent cut-off values (*p* < 0.05 with 20% false discovery rate correction) for our analysis. 

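Among the R6/1 and WT arrays at 6 months, Opn1sw (probe set 17465396), the short-wave cone opsin, was 7.49, 7.84 and 7.46 on the log2 scale in WT replicates 1 to 3. It was 2.91, 2.51 and 3.01 in R6/1 replicates 1 to 3, and 3.48 in the array labelled WT replicate 4. Myh4, the fast myosin heavy chain of type IIb fibres, was 8.78, 9.05 and 8.91 in WT replicates 1 to 3, 7.40, 6.31 and 6.35 in R6/1, and 5.95 in the array labelled WT replicate 4. Fabp7, a fatty acid carrier of glia, was 4.82, 5.11 and 4.85 in WT replicates 1 to 3, 6.26, 6.14 and 6.52 in R6/1, and 5.79 in the array labelled WT replicate 4. Colours of 45 genes in the R6/1 heatmap of Fig. 1B were read and correlated, across genes, with the deposited values of each array. Of the 4 columns headed R6/1, 3 matched R6/1 replicates 1 to 3 best, at Pearson's r of 0.992, 0.991 and 0.988. The remaining column matched the array labelled WT replicate 4, at r = 0.983, with 0.788 for the next array. WT replicates 1 to 3 matched columns headed WT at r of 0.994, 0.997 and 0.998. A further column headed WT matched the mean of these replicates at r = 0.999, and single arrays at up to 0.971. These correlations are across genes, which are not independent replicates.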

The list of significantly deregulated genes is presented as a heatmap for each investigated mouse model separately (Figure 1B). In addition, Principal Component Analysis (PCA) plots, showing the first two principal components of the filtered microarray data set, are shown (Figure 1C). 

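Crygf, Elovl3 and Cryga had the 3 largest differences with age among called genes. Crygf, a gamma crystallin of lens fibre cells, was lower in WT eyes at 6 months than at 9 weeks by a log2 fold change of -5.90 (standard error 0.33, adjusted p = 2.07e-08). Cryga, another gamma crystallin, differed by -4.19 (standard error 0.47, adjusted p = 0.000236). Elovl3, a fatty acid elongase of sebaceous and related glands, differed by -4.78 (adjusted p = 0.0908), with 6.04, 9.11, 1.64 and 9.51 in the WT arrays at 9 weeks. The list of the lacrimal and Harderian gland scored 3.63, 5.34, 3.11 and 4.48 in the same arrays. It scored 2.97 to 3.08 in the arrays labelled WT at 6 months. Between the WT groups, 1114 genes were lower at 6 months and 521 were higher, and as labelled 1270 were lower and 858 higher. Over the genes tested, PC1 held 26.4% and PC2 18.4% of the variance. PC2 was 38.3 ± 19.7 (SD, n = 7) at 6 months and -33.5 ± 31.7 (SD, n = 8) at 9 weeks (exact permutation test, two-sided, p = 1.55e-04). R6/2 arrays lay at -12.8 ± 7.08 on PC2 and WT arrays of their age at -54.2 ± 33.9 (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). Between R6/1 and WT arrays, no difference was detected on PC2 (exact permutation test, p = 0.657) or PC1 (exact permutation test, p = 0.571). Age accounted for 16.9% of the variance (permutation test over 6435 arrangements, p = 0.00109) and genotype within age for 14.2% (permutation test over 2450 arrangements, p = 0.366). Each age is also a separate cohort, so age cannot be told apart from any batch. On PC1 no difference between the ages was detected (permutation test, p = 0.470), and PC1 followed the interquartile range of the array. Over the 15 arrays, Pearson's r was -0.991 and Spearman's rho -0.90, each with a permutation p of 1e-05, the smallest that 100000 permutations give. Without WT replicate 3 and R6/1 replicate 3 at 6 months, the arrays farthest out, r was -0.947, and this was the only relation of this kind computed. The genes that differ between the WT groups numbered 1002, 503 and 667 without WT 6 months replicate 2, WT 9 weeks replicate 2 and WT 9 weeks replicate 4, and as labelled 1224, 681 and 852, or 1411 without WT 6 months replicate 4.

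**Figure D1:**
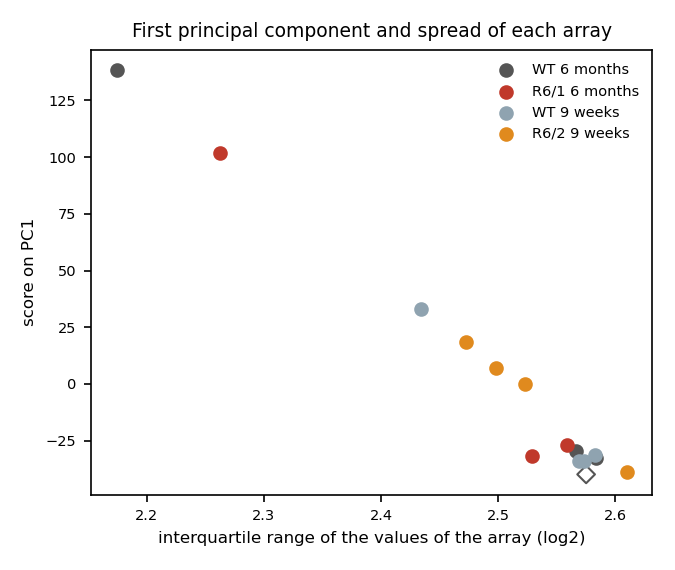
PC1 of the genes tested against the interquartile range of each array's log2 values, with 1 point per array, coloured by group, and an open diamond for the array labelled WT 6 months replicate 4. WT replicate 3 at 6 months, at an interquartile range of 2.17, and R6/1 replicate 3, at 2.26, stand at the high end of PC1.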

The PCA analysis showed a better separation of samples based on age with less apparent differences between wild type and HD samples. In order to find a common set of differentially expressed genes in these two symptomatic mouse models, we used the “ggvenn” library and plotted those common genes representing HD onset as a Venn diagram (Figure 1D). 

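Most genes called in both models encode proteins of cone photoreceptors or of muscle. With the groups of Fig. 1B, 19 genes were lower in both R6/1 and R6/2 eyes, where 0.136 would overlap if the calls were independent (Fisher's exact test, p = 5.44e-39). Another 5 were higher in both, against 0.0244 (Fisher's exact test, p = 1.45e-11), and 0 were called in opposite directions. Fisher's test counts genes as independent, whereas genes of the same tissue can vary together, and both comparisons share the error estimate of each gene. Its p therefore does not measure replication between the models. The lower genes were Opn1sw, Opn1mw, Arr3 and Gnat2 of cones, Reep6 of rods, Myh2, Myh4, Myh15, Actn3, Atp2a1, Mb, Mybphl, Mylk4, Pvalb and Tcap of muscle, and Pfkfb2, Agbl1, BB283400 and Uckl1os, the last named only after its values were seen. Pvalb also marks amacrine cells. The higher genes were Fabp7, Prtg, Rasa2, Rgs22 and Tmem26. Tmem26, a transmembrane protein gene, rose 4.16-fold in R6/1 (log2 fold change 2.06, standard error 0.15, adjusted p = 6.44e-07) and 2.78-fold in R6/2 (1.48, standard error 0.14, adjusted p = 2.38e-05). Rgs22, a regulator of G protein signalling, had log2 fold changes of 1.23 in R6/1 (adjusted p = 0.00594) and 0.78 in R6/2 (adjusted p = 0.12). Prtg, protogenin, a membrane protein of the immunoglobulin superfamily, had log2 fold changes of 1.21 (adjusted p = 0.0203) and 0.83 (adjusted p = 0.185). Rasa2, a GTPase-activating protein for Ras, had the smallest rises of the set, at 0.64 (adjusted p = 0.124) and 0.57 (adjusted p = 0.165). Agbl1, a cytosolic carboxypeptidase, fell by 0.74 in R6/1 (adjusted p = 0.0803) and fell by 0.60 in R6/2 (adjusted p = 0.188) on the log2 scale. Of 31 other settings with these groups, 12 and 13 ended the calls of Rasa2 in R6/1 and R6/2, 7 and 15 those of Agbl1, and in R6/2 16 ended the call of Prtg, 11 that of BB283400 and 9 that of Rgs22. Of the 21 genes of Fig. 1D, 20 could be tested, and all 20 were called in both models, although with the replicate block Pfkfb2 (adjusted p = 0.256), Rasa2 (0.245) and Agbl1 (0.231) were not called in R6/1. All 53 genes called in R6/1 had the same sign in R6/2, and 58 of the 62 called in R6/2 had the same sign in R6/1. As labelled, 3 genes were called in both models, Opn1sw lower (Fisher's exact test, p = 0.00198) and Fabp7 and Tmem26 higher (Fisher's exact test, p = 2.73e-06). The lower genes numbered 29 without WT 6 months replicate 3 and 12 without R6/2 replicate 2 or 3. The higher genes numbered 2 without any 1 of the R6/2 arrays, and 3 without WT 6 months replicate 2, the array labelled WT replicate 4, R6/1 replicate 2 or WT 9 weeks replicate 2 or 4.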

We found 5 genes to be significantly up-regulated and 16 to be significantly down-regulated in both HD mouse models.

Next, we performed Metascape analysis to identify significantly enriched GO terms based on common DEGs (Figure 2A). As a result, we identified a number of ontological groups significantly deregulated in both symptomatic HD mouse models, including those related to the detection of visible light, visual perception, phototransduction, and the detection of external stimuli, as well as muscle contraction and muscle system processes, to name but a few. These deregulated processes mirrored our further interaction network analysis based on common DEGs and enriched GO terms (Figure 2B), where we found a number of deregulated networks linked to either to phototransduction, the detection of visible light, muscle contraction, or muscle processes. 

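The cone genes Opn1sw, Opn1mw, Arr3 and Gnat2 fell in both models, with the largest falls in the opsins. With the groups of Fig. 1B, the cone list as a whole was not called in either model by camera with an estimated correlation. Of 18 cone genes measured, 6 fell in R6/1 eyes (9 lower and 1 higher when adjusted over the list alone) and 4 fell in R6/2 eyes (7 lower and 2 higher when adjusted over the list alone). The mean log2 fold change of the list was -0.91 in R6/1 (median -0.34) and -0.66 in R6/2 (median -0.10). As the directions of these 4 genes had been seen in the paper, the count is not independent evidence of the direction of this list. Pde6c, the catalytic subunit of the cone phosphodiesterase and named after its values were seen, fell by 1.34 on the log2 scale in R6/1 (adjusted p = 0.0298), and Pde6h, its inhibitory subunit, fell by 0.77 (standard error 0.17, adjusted p = 0.0803). In R6/2 their log2 fold changes were -0.89 (adjusted p = 0.226) and -0.35 (adjusted p = 0.452). Of 18 rod genes, Sag and Reep6 fell in R6/1 (13 lower when adjusted over the list alone) and Reep6 fell in R6/2 (3 lower and 1 higher when adjusted over the list alone). The mean log2 fold change of the rod list was -0.41 in R6/1 and -0.18 in R6/2, and its medians of -0.40 and -0.16 lay below those of the cone list. Sag, the rod arrestin, fell by 0.77 in R6/1 (standard error 0.16, adjusted p = 0.0527), whereas Gnat1, the rod transducin, had log2 fold changes of -0.34 (adjusted p = 0.906) and -0.16. Of 26 genes shared by rods and cones, 3 fell in R6/1 (9 lower when adjusted over the list alone). These were Nxnl1, Grk1, rhodopsin kinase (log2 fold change -0.73, adjusted p = 0.116), and Impdh1, an enzyme of guanine nucleotide synthesis (-0.67, adjusted p = 0.0836). In R6/2 limma called none (2 lower and 3 higher when adjusted over the list alone), and the mean of that list was -0.03 and its median 0.01, of opposite sign. Per array, that list scored 6.88 and 6.51 in WT replicates 2 and 4 at 9 weeks and 7.23 and 7.14 in replicates 1 and 3. R6/2 arrays scored 6.86 to 7.01, so its mean change depends on which WT arrays are compared. Calb2, a calcium-binding protein of amacrine and ganglion cells, fell by 1.13 in R6/1 (standard error 0.20, adjusted p = 0.0176), and Rgr, an opsin of the retinal pigment epithelium, fell by 1.02 (standard error 0.20, adjusted p = 0.0326). In R6/2 they had log2 fold changes of -0.56 (adjusted p = 0.334) and -0.44 (adjusted p = 0.413). With camera, the cone list was lower at adjusted p = 1.28e-18 in R6/1 (adjusted p = 0.0924 with an estimated correlation) and 1.27e-06 in R6/2 (adjusted p = 0.255 with an estimated correlation). The rod list was lower at adjusted p = 5.05e-19 (adjusted p = 0.156 with an estimated correlation) and 5.23e-05 (adjusted p = 0.392 with an estimated correlation). By fry, another test of lists, the cone list was called lower in both models with the groups of Fig. 1B and in neither as labelled. As labelled, camera with an estimated correlation called the cone list lower in R6/1 and not in R6/2. With these labels, 1 cone gene and 0 rod genes were called in R6/1 by limma (9 and 10 lower when adjusted over the list alone).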

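Of 20 fast-twitch muscle genes measured, Myh2, Myh4, Actn3, Atp2a1, Pvalb and Mylk4 fell in both models. With camera, the fast-twitch list was lower at adjusted p = 7.52e-31 in R6/1 (adjusted p = 0.0986 with an estimated correlation) and 2.62e-26 in R6/2 (adjusted p = 0.105 with an estimated correlation). All 20 had log2 fold changes below 0 in both. Adjusted over the list alone, 15 were lower in R6/1 and 17 in R6/2, counts that are not independent evidence of direction, since Fig. 1D shows several of these genes. The list's mean log2 fold change was -1.08 in R6/1 and -1.04 in R6/2. Myh4 fell to 18.8% of WT in R6/1 (log2 fold change -2.41, standard error 0.44, adjusted p = 0.0194) and to 17.2% in R6/2 (-2.54, standard error 0.41, adjusted p = 0.00956). Myh2, the myosin heavy chain of type IIa fibres, had log2 fold changes of -2.24 (adjusted p = 0.00574) and -1.77 (adjusted p = 0.0243). Pvalb, parvalbumin, a calcium buffer of fast fibres, fell to 22.0% (adjusted p = 0.000335) and 24.5% of WT (adjusted p = 0.000381). Actn3, alpha-actinin of fast fibres, had log2 fold changes of -1.39 (adjusted p = 0.0176) and -1.65 (adjusted p = 0.0023). Atp2a1, the calcium pump of the fast sarcoplasmic reticulum, had -1.30 (adjusted p = 0.179) and -1.42 (adjusted p = 0.0732). Of 15 slow-twitch genes, Mb and Tpm3 fell in R6/1 and Mb fell in R6/2 (5 lower and 1 higher, then 4 lower and 1 higher, when adjusted over the list alone), with means of -0.21 and -0.19. By camera that list was lower at adjusted p = 3.03e-04 (adjusted p = 0.196 with an estimated correlation) and 0.00153 (adjusted p = 0.269 with an estimated correlation). Its array scores overlapped between HD and WT eyes in both models. Mb, the oxygen-binding myoglobin, fell to 17.6% of WT in R6/1 (adjusted p = 0.000313) and 32.5% in R6/2 (adjusted p = 0.0136). Of 12 extraocular muscle genes, Myh15, a myosin heavy chain of extraocular fibres, and Mybphl fell in both models (5 lower in each when adjusted over the list alone). Myh15 had log2 fold changes of -1.57 (adjusted p = 0.00646) and -1.68 (adjusted p = 0.00225). Of 29 genes of either fibre type, Tcap, a Z-disc protein, was the 1 gene that fell in each model, by log2 fold changes of -1.92 (adjusted p = 0.00574) and -1.79 (adjusted p = 0.00627). Adjusted over the list alone, 1 was lower and 1 higher in R6/1, and 6 were lower in R6/2. As labelled, no fast-twitch gene was called by limma in R6/1 (2 lower when adjusted over the list alone), and 2 were in R6/2 (13 lower when adjusted over the list alone). The slow-twitch list was then not lower in R6/1, at a mean of 0.13 and a median of -0.03 (camera adjusted p = 0.411).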

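Averaged per array, the cone list was 4.55 ± 0.11 (SD, n = 4) in R6/1 eyes and 5.46 ± 0.16 (SD, n = 3) in WT eyes on the log2 scale. It was 4.60 ± 0.08 (SD, n = 4) in R6/2 eyes and 5.26 ± 0.27 (SD, n = 4) in WT eyes of that age, and every HD array lay below every WT array at both ages. The rod list was 7.79 ± 0.12 (SD, n = 4) in R6/1 and 8.20 ± 0.08 (SD, n = 3) in WT, and 7.87 ± 0.09 in R6/2 and 8.05 ± 0.31 in WT (SD, n = 4 each). WT replicates 2 and 4 at 9 weeks had the lower rod scores, 8.00 and 7.63, against 8.30 and 8.28 in replicates 1 and 3. The fast-twitch list was 5.59 ± 0.51 (SD, n = 4) in R6/1 and 6.67 ± 0.31 (SD, n = 3) in WT, and 5.23 ± 0.45 in R6/2 and 6.27 ± 0.23 in WT (SD, n = 4 each). The slow-twitch list was 4.52 ± 0.36 (SD, n = 4) in R6/1 and 4.73 ± 0.11 (SD, n = 3) in WT, and 4.27 ± 0.21 in R6/2 and 4.46 ± 0.10 in WT (SD, n = 4 each). By exact permutation tests, two-sided, p was 0.0286 for the cone list in both models and 0.0286 and 0.343 for the rod list in R6/1 and R6/2. It was 0.0571 and 0.0286 for the fast-twitch list (exact permutation tests), and 0.457 and 0.20 for the slow-twitch list. Adjusted over the 33 lists, the p of 0.0286, the smallest either design allows, became 0.377 in R6/1 and 0.0857 in R6/2. As labelled, p was 0.0571 for the cone list and 0.429 for the fast-twitch list in R6/1 (exact permutation tests). The paper took the genes called in both models (Fig. 1D), tested them for enriched terms (Fig. 2A) and joined terms and genes in a network (Fig. 2B). From the terms for light detection, phototransduction and muscle that these steps returned, it reasons that both gene groups mark the eye in HD.

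**Figure D2:**
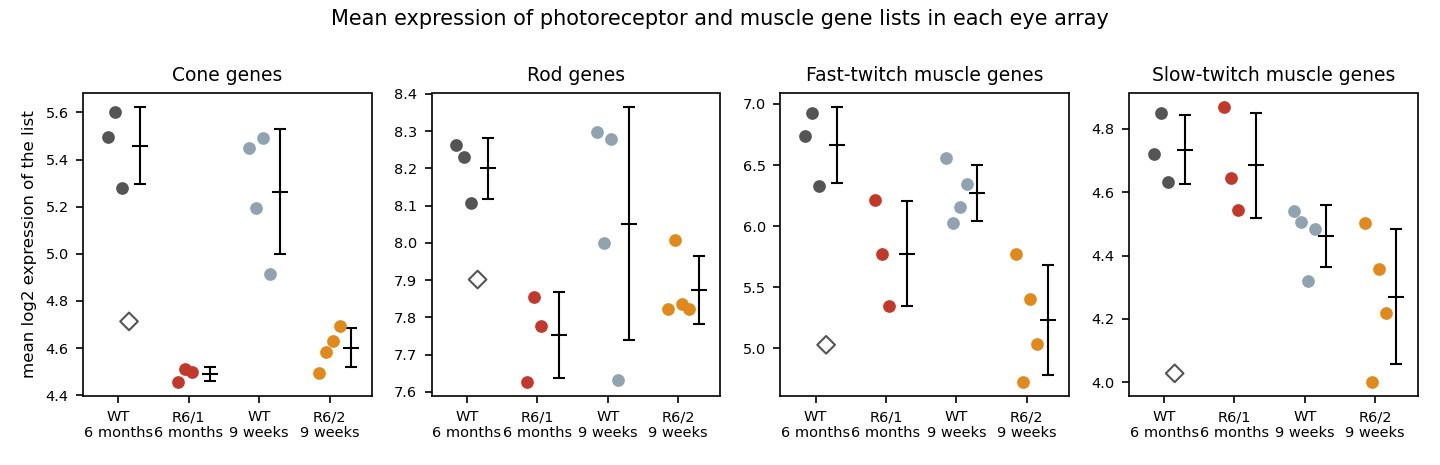
Mean log2 value per array of the cone, rod, fast-twitch and slow-twitch lists, with 1 point per array and an open diamond for the array labelled WT 6 months replicate 4. Bars show mean ± SD per group without that array, whose cone score of 4.71 lies below those of the other WT arrays.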

In summary, the transcriptional changes in the eye tissue of two symptomatic HD mouse models strongly indicated that genes related to retina remodelling and muscle contractions are typical features of the HD eye transcriptome.

The array analysis gave us vital information about overall transcriptome changes in HD eye tissue. Hence, in order to identify biomarkers that can be potentially used to monitor disease progression, we employed qPCR analysis—an assay that allows us to precisely quantify deregulated genes in relation to the disease stage. For further analysis, we focused on differentially expressed genes related to retina remodelling only, since it is already well established that mutant HTT also leads to HD-related skeletal muscle atrophy [16,18,43]. This analysis was additionally performed on the full-length HD mouse model, *Hdh*Q150. We selected three distinct time points for each mouse model, representing the advance of the disease progression: the pre-symptomatic stage, where there are no apparent neurological and behavioral abnormalities; the symptomatic stage, where they are significant behavioral and molecular changes; and the end-stage, representing a severe phenotype with a full spectrum of pathological abnormalities, as we previously described in these HD mouse models [17,24,25].

It is well established that HD is characterised by large transcriptome abnormalities, therefore, we performed a study to identify suitable controls or reference genes. These had to be suitable for use in the expression analysis of eye tissues in the three HD mouse models, at the indicated time points. For this purpose, we used the geNorm™ Housekeeping Gene Selection Mouse Kit, and associated software, as previously described [17,26]. Thus, we identified the three most stably-expressed genes in the eye tissue (Figure S1). This assay was critical for our relative quantification method, which is based on the geometric mean of three selected reference genes for normalization, to accurately determine gene expression levels in WT and HD eye tissue, at specific time points.

Based on our array analysis, we selected a number of differentially expressed genes linked to retina remodeling, based on the interaction network analysis, to be further validated by quantitative PCR. This was carried out in all three HD mouse models at specific time points linked to the HD progression.

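On the arrays, the retina-linked genes Opn1sw, Opn1mw, Arr3, Gnat2 and Reep6 fell in both models and Fabp7 rose. Opn1sw was 2.98 ± 0.40 (SD, n = 4) in R6/1 and 7.60 ± 0.21 (SD, n = 3) in WT eyes on the log2 scale (log2 fold change -4.62, standard error 0.26, adjusted p = 2.36e-08). In R6/2 it was 3.27 ± 0.35 against 7.42 ± 0.47 (SD, n = 4 each), a log2 fold change of -4.14 (standard error 0.24, limma adjusted p = 3.93e-08). Opn1mw (probe set 17535722), the medium-wave cone opsin, had log2 fold changes of -3.98 in R6/1 (standard error 0.29, adjusted p = 6.44e-07) and -3.60 in R6/2 (standard error 0.27, adjusted p = 9.76e-07). In the R6/1 and R6/2 arrays Opn1mw was 2.01 to 2.86, below the median of each array, and Opn1sw was 2.51 to 3.74, close to the medians, so the size of both falls depends on the background of the arrays and no percent of WT is given. Arr3 (17536548), cone arrestin, fell to 13.5% of WT (log2 fold change -2.89, standard error 0.23, adjusted p = 1.85e-06) and 18.1% (-2.46, standard error 0.22, adjusted p = 8.62e-06). Gnat2 (17401629), the alpha subunit of cone transducin, fell to 49.0% of WT in R6/1 (adjusted p = 0.0158) and 57.5% in R6/2 (adjusted p = 0.0715). Reep6 (17235320), which acts in membrane traffic of rods, fell to 54.0% (adjusted p = 0.0189) and 60.2% (adjusted p = 0.069). Fabp7 (17233384) rose 2.37-fold in R6/1 (log2 fold change 1.25, standard error 0.19, adjusted p = 0.00574) and 2.18-fold in R6/2 (1.13, standard error 0.18, adjusted p = 0.00831). The reference genes had log2 fold changes of -0.02 and -0.05 for Sdha, 0.19 and 0.18 for Eif4a2, and 0.14 and 0.07 for Atp5b in R6/1 and R6/2. Sdha was tested and not called, while Eif4a2 and Atp5b did not pass the interquartile range filter and so could not be called. B2m of the same panel rose in R6/2 (limma adjusted p = 0.0349). The mean of all reference genes listed was 8.19 ± 0.04 in R6/2 and 8.07 ± 0.04 in WT (SD, n = 4 each; exact permutation test, p = 0.0286, or 0.0857 adjusted over the 33 lists). As labelled, Opn1sw (adjusted p = 0.184) and Fabp7 (adjusted p = 0.184) passed the threshold in R6/1, and Opn1mw (0.423), Arr3 (0.225), Gnat2 (0.423) and Reep6 (0.717) did not. In R6/2, with the arrays as labelled, Opn1sw, Opn1mw, Arr3 and Fabp7 passed (adjusted p = 0.0664 each), and Gnat2 (0.287) and Reep6 (0.295) did not. Counting the array labelled WT replicate 4 as R6/1, the calls of Gnat2 and Reep6 in R6/2 ended under 4 and 5 of the other alternatives.

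**Figure D3:**
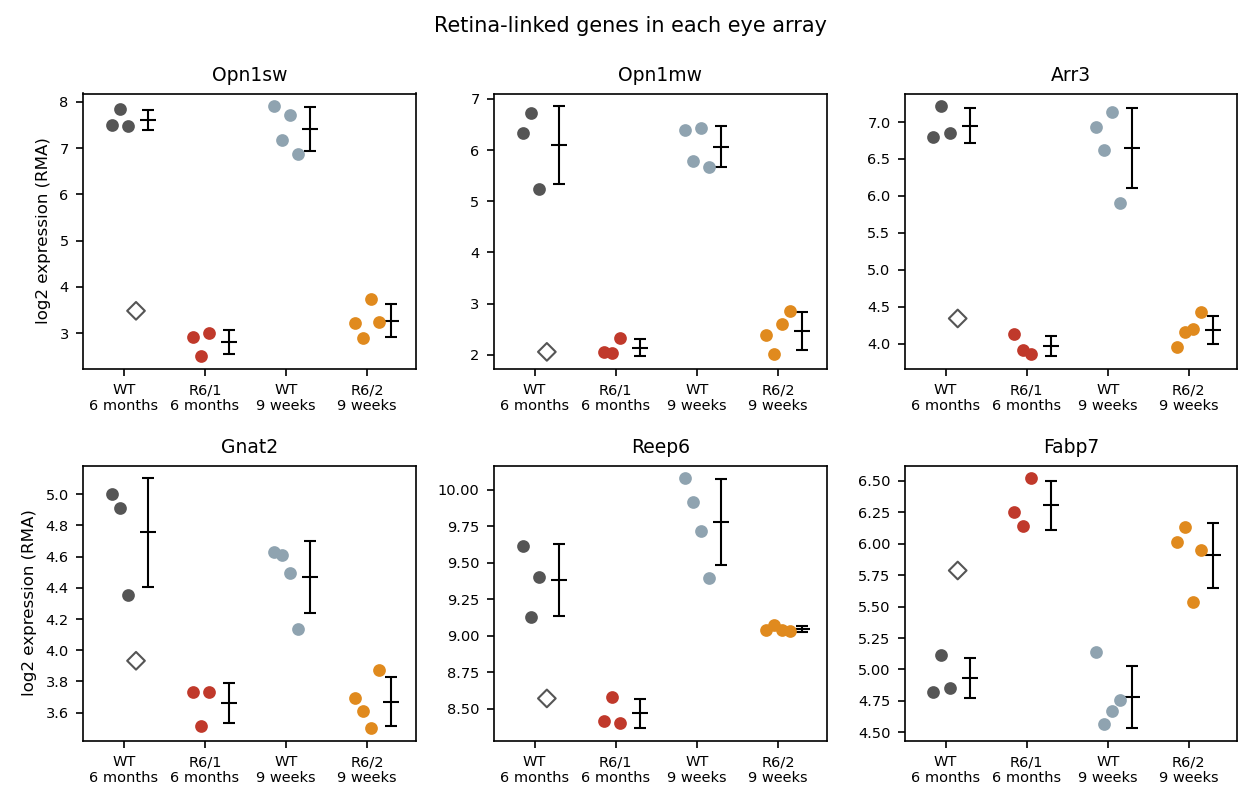
Log2 values of Opn1sw, Opn1mw, Arr3, Gnat2, Reep6 and Fabp7, with 1 point per array and an open diamond for the array labelled WT 6 months replicate 4. Bars show mean ± SD per group without that array, in which Opn1sw was 3.48 and Fabp7 5.79.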

First, we found that the transcript levels of two opsin genes (involved in normal colour vision) were significantly down-regulated. *Opn1mw* (Opsin 1: cone pigments, medium-wave-sensitive) (Figure 3A) was significantly reduced in all three HD mouse models. In fact, a nearly 80% reduction of *Opn1mw* was found at the end-stage time point in R6/2, R6/1, and *Hdh*Q150 mouse models. Interestingly, the *Opn1mw* transcripts were already significantly reduced at the pre-symptomatic stage in the eye tissue of R6/2 mice. Transcript levels of *Opn1sw* (Opsin 1: cone pigments, short-wave-sensitive) were similarly severely down-regulated by approximately 80%, in R6/2, R6/1, and *Hdh*Q150 mouse models at end-stage (Figure 3B). Interestingly, *Opn1sw* mRNA was also significantly reduced at the pre-symptomatic stage in the R6/1 and R6/2 mice, while there was a trend towards reduction in the *Hdh*Q150 mice. Subsequently, we validated the transcriptional changes of cone-specific genes such as *Arr3* (Arrestin 3, retinal) and *Gnat2* (G protein subunit alpha transducin 2). We found that *Arr3* mRNA levels were unchanged at the pre-symptomatic stage of R6/1, R6/2, and *Hdh*Q150 mouse models, while there was a significant reduction, on average by 60%, of *Arr3* transcripts at the symptomatic and end-stages, in all three HD mouse models (Figure 4A). We also found a similar expression profile of the *Gnat2* mRNA (Figure 4B), whose transcripts were down-regulated significantly in all HD mouse models, at symptomatic and end-stages. Both *Arr3* and *Gnat2* transcripts were unchanged at the pre-symptomatic stage of R6/1, R6/2, and *Hdh*Q150 mouse models.

We next assessed the transcriptional signatures of genes linked to retinal degeneration in some models of retinopathy. We found that *Reep6* (Receptor expression enhancing protein 6) transcripts were significantly down-regulated, by approximately 50%, in all HD mouse models but only at symptomatic and end-stages (Figure 5A). In contrast, there was a significant up-regulation of *Fabp7* (fatty acid binding protein 7, brain) mRNA, up to three-fold on average, in R6/1, R6/2, and *Hdh*Q150 mouse models at the symptomatic and end-stages (Figure 5B). Similarly to *Reep6* transcripts, there was no deregulation of *Fabp7* mRNA at the pre-symptomatic stage, in all HD mouse models. 

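Pfkfb2, which makes and breaks down fructose 2,6-bisphosphate, an activator of glycolysis, was lower in both models on the arrays, and a probe set shared by C1ql3 and Pter was higher. Pfkfb2 (probe set 17226676) was 6.36 ± 0.19 (SD, n = 4) in R6/1 and 6.95 ± 0.18 (SD, n = 3) in WT, and fell to 66.3% of WT (log2 fold change -0.59, standard error 0.15, limma adjusted p = 0.191). In R6/2 it was 6.45 ± 0.10 against 7.04 ± 0.15 (SD, n = 4 each), or 66.7% of WT (log2 fold change -0.58, standard error 0.14, limma adjusted p = 0.133). C1ql3 encodes a secreted C1q-like protein of synapses and Pter a phosphotriesterase-related protein, and the arrays hold no probe set for C1ql3 alone. The joint probe set was 6.32 ± 0.18 (SD, n = 4) in R6/1 and 5.38 ± 0.37 (SD, n = 3) in WT, a 1.91-fold rise (log2 fold change 0.93, standard error 0.19, limma adjusted p = 0.0472). In R6/2 it was 6.06 ± 0.18 against 5.28 ± 0.30 (SD, n = 4 each), a 1.72-fold rise (log2 fold change 0.78, standard error 0.18, limma adjusted p = 0.123). Of 19 glycolysis genes measured, Pfkfb2 was the 1 gene called in each model (4 lower in each when adjusted over the list alone). The mean log2 fold change of that list was -0.15 in R6/1 (camera adjusted p = 0.00124, and adjusted p = 0.38 with an estimated correlation) and -0.13 in R6/2 (camera adjusted p = 0.066). As labelled, neither passed the threshold in R6/1 (adjusted p = 0.423 for Pfkfb2 and 1.00 for the joint probe set) or in R6/2 (0.212 and 0.351). Counted as in Fig. 1B, the call of Pfkfb2 ended under 15 of the 31 alternatives in R6/1 and 8 in R6/2.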

Our array analysis also identified two commonly deregulated genes in symptomatic R6/1 and R6/2 mice that are involved in energy homeostasis. Transcript levels of *Pfkfb2* (6-phosphofructo-2-kinase/fructose-2,6-biphosphatase2) were significantly down-regulated (on average by 60%) in all three HD mouse models, at both symptomatic and end-stages (Figure 6A). *Pfkfb2* mRNA was also found to be significantly down-regulated at the pre-symptomatic stage in the R6/2 mouse model, however, it remained unchanged in the two other mouse models (R6/1 and *Hdh*Q150). There was significant up-regulation, up to three-fold on average, of *C1ql3* (Complement Component1, Q Sup-component-Like 3) transcripts, in all HD mouse models, but only at the symptomatic and end-stages of the disease (Figure 6B). R6/1, R6/2, and *Hdh*Q150 mice did not display any alterations in *C1ql3* transcript levels at the pre-symptomatic stage.

In summary, we found a number of genes significantly deregulated, mainly at the symptomatic and end-stage, but more importantly their expression profile was very similar across all HD mouse models used in this study. Interestingly, we also found a couple of genes to be significantly deregulated at the pre-symptomatic stage, which might suggest that there is a signature of retinal pathological remodelling prior to central nervous degeneration, at the transcriptome level.

## 4. Discussion

Huntington’s disease belongs to a family of neurodegenerative disorders that are mainly characterised by a progressive structural and functional malfunction of the central nervous system (CNS) and peripheral nervous system (PNS) [6]. Extensive studies of pathological remodeling in many peripheral tissues (for a review see [18,43,44]) revealed that HD affects a number of organs and can be defined as a multi-system disorder [10]. It is still uncertain, however, whether those peripheral tissues are affected only indirectly, primarily via the CNS degeneration, or whether they are affected by the intrinsic intracellular effects of mutant HTT, which is expressed in virtually every cell type (for a review see [11,15]). One of the key molecular pathological features of HD is the accumulation of toxic mutant HTT aggregates during disease progression, not only in the CNS but also in other peripheral tissues [8,45]. Such mutant HTT aggregates have been also detected in the neuronal layers of the retina in a HD mouse model [20], consequently leading to a pathological remodeling of the retina at the molecular and physiological levels [20,21]. It is also well established that HD cells and tissues undergo significant deregulation of the transcriptome in the CNS but also in other peripheral organs. Intriguingly, some of those changes appear to occur earlier in the peripheral tissues, e.g., in the heart [13,15]. Since there was no previously available literature about the ocular transcriptome in HD, in this study we aimed to provide a broad overview of transcriptional deregulation of the eye tissue, in three symptomatic HD mouse models, using the approach of Affymetrix arrays. Most importantly, two of these mouse models develop full spectra of behavioural, neurological, and molecular features of HD, but within different time frames. Specifically, R6/2 mice reach the end-stage of the disease within 12 weeks of age, while the second mouse model, R6/1, develops the same set of symptoms within 8 months [17,25]. Our comparative array analysis was performed at the symptomatic stage of the R6/2 and R6/1 mice: at 9 weeks and 6 months of age, respectively. We found significant transcriptional changes in both validated HD mouse models, with 38 down-regulated and 11 up-regulated genes in the symptomatic R6/1 mice. Meanwhile, symptomatic R6/2 mouse transcriptomes showed 27 genes to be down-regulated and 25 to be up-regulated. Since our main aim in this study was to identify a robust panel of biomarkers that are common between various types of HD mouse models, we performed an analysis using “ggvenn library” and found 5 such up-regulated transcripts and 16 down-regulated ones. Furthermore, our Metascape analysis revealed a number of ontological groups, linked to the detection of visible light, visual perception, phototransduction, and the detection of external stimuli. This profile of consistently deregulated genes mirrors known pathological retinal pathology, described in the same HD mouse models used in this study [20,21]. In addition, our study identified a significant number of deregulated genes representing skeletal muscle pathological remodeling, which has already been described in specific muscle types [16,17]. Next, we were interested in validating the panel of robustly changed genes by the well-established quantitative PCR method. These assays could be applied during the disease progression at pre-symptomatic, symptomatic, and the end-stage of HD, in three well-established HD mouse models: R6/2, R6/1, and *Hdh*Q150. In order to extend the application of our newly identified biomarkers, we also added knock-in *Hdh*Q150 mice to the analysis. This model is representative of a full length HD gene insertion, and is relatively mild in phenotype, with the end-stage time point at 23 months of age [24].

Our qPCR analysis revealed that a group of Opsin transcripts, mainly *Opn1mw* and *Opn1sw*, were severely down-regulated in all three HD mouse models, by approximately 80% at the end-stage of disease. This is in line with previous studies in the R6/1 mouse model, where the loss of cone opsins was described as being progressive, and leading to a nearly complete absence of the protein at the end-stage [21]. The *Opn1mw* gene is essential for normal colour vision and it has been shown that its transactivation delays retinal degeneration and improves retinal function in the heterozygous rhodopsin-deficient (Rho+/−) RP mouse model [46]. The *Opn1sw* gene provides instructions for making an opsin pigment that is more sensitive to light in the blue/violet part of the visible spectrum [47]. In addition, our analysis found two additional cone specific genes, *Arr3* and *Gnat2,* to be significantly down-regulated at the symptomatic and end-stages, in all three HD mouse models. Those two genes were not previously linked to HD-related retinopathy, however, *Arr3* mRNA has been also found to be down-regulated in channel-deficient retinas or mouse models of cone degeneration [48]. Interestingly, at least 10 identified mutations in the *GNAT2* gene have been found to be a source of the vision disorder achromatopsia [49]. A pre-clinical study also found that *Gnat2* deficient mice showed a complete loss of cone-driven waves, based on ERG recordings [50]. Hence, one might conclude that HD-related retinopathy might display some characteristics of achromatopsia.

Moreover, we found transcriptional deregulation of two other genes, *Reep6* and *Fabp7,* which have been linked directly to retinal degeneration. It has been shown that Reep6 knockout mice display a rod degeneration phenotype [51]. In addition, several mutations have been identified in the *REEP6* gene that are linked to the development of an autosomal recessive disease called *Retinitis pigmentosa* [52]. In HD mouse models, this gene was also found here to be significantly down-regulated at the symptomatic and end-stages, in the R6/1, R6/2, and *Hdh*Q150 mice. Interestingly, rescuing the Reep6 mutant phenotype via gene replacement therapy showed significant improvements in the photoresponse and preserved photoreceptor cells [53]. In contrast, the *Fabp7* gene has been found to be significantly up-regulated in HD mouse models. It has been shown that Fatty acid binding protein 7 is expressed in the inner nuclear layer, outer plexiform layer, and photoreceptor inner segments; *Fabp7* deficient mice have significantly decreased retinal venular calibre and retinal arteriolar fractal dimension, as well as significantly increased areas of fluorescein leakage in the retina [54]. Since the HD mouse models displayed a significant up-regulation of this gene, this could be attributed to a possible pro-inflammatory response because it has been shown that FABP7 overexpression leads to an NF-κB-driven pro-inflammatory response in astrocytes [55]. Hence, it can be concluded that Fabp7 is a part of the immunological response in HD mice models.

Finally, we identified changes in gene expression that are linked to energy homeostasis. The *Pfkfb2* mRNA was significantly down-regulated even at the pre-symptomatic stage of the two HD mouse models, R6/1 and R6/2. This enzyme is a member of a small gene family encoding four PFKFB isoenzymes. They regulate the formation and degradation of fructose-2,6-biphosphate (F-2,6-P2), a signalling molecule that controls glycolysis by regulating phosphofructokinase-1 (PFK-1) activity [56]. Consequently, the knock-down of PFKFB led to the inhibition of glycolysis [57] and blocked glucose uptake and lipogenesis in prostate cancer cells [58]. In contrast, we found that *C1ql3* mRNA was significantly up-regulated (by up to three-fold) in all three HD mouse models. This gene function was initially described in adipose and pancreatic β-islet cells, with apparent functions in energy metabolism, glucose uptake, and insulin secretion [59,60,61]. In summary, mutant HTT results in the deregulation of the ocular transcriptome, leading to a pathological remodelling of the retina in both fragment mouse models of HD, such as R6/2 and R6/1, as well as in the full length *Hdh*Q150 mouse model.

In summary, we report the first transcriptional signature that represents changes in the pathological remodeling of the retina in three well-established HD mouse models. Although the CNS in HD is still believed to be the main source of major behavioural and neurological malfunctions, it should also be emphasized that the ocular organ, which is interconnected to the brain, may also play a pivotal role in the CNS dysfunction. Retinal progressive degeneration has been already described in other neurodegenerative disorders such as Alzheimer’s disease [62] and Parkinson’s disease [63]. Importantly, we identified a set of genes whose expression is already altered at the pre-symptomatic stage, prior to pathological features occurring in the CNS. In addition, two altered genes identified in this study have been previously described as a source of two other vision disorders: achromatopsia and *Retinitis pigmentosa.* We believe that the genes identified here might provide a useful set of HD biomarkers, both for tracking disease progression and for tracking the effects of new therapies that are under development.

## Figures and Tables

**Figure 1:**
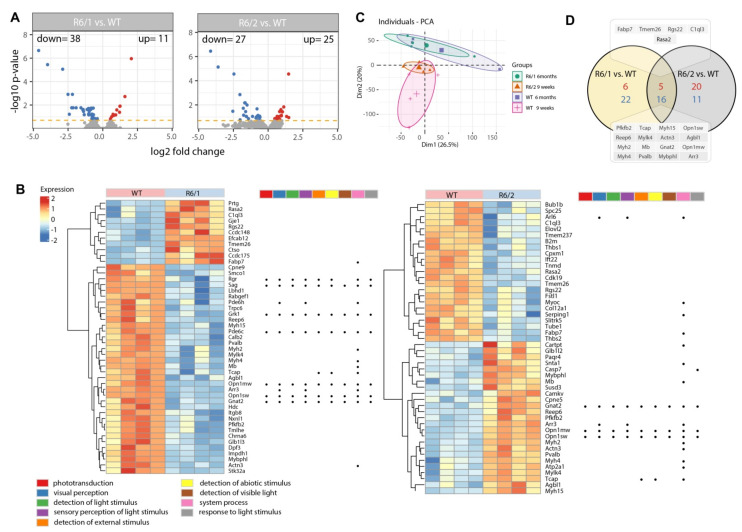
Transcriptome profiling in the eyes of symptomatic Huntington’s Disease (HD) mouse models. Nine weeks old R6/2 mice and 6 months old R6/1 mice were analyzed. (**A**) Volcano plots where each dot represents the average normalized expression of a single gene. Orange dashed lines represent cut-off values (*p* < 0.05 with 20% false discovery rate correction). Blue dots are down-regulated genes, while red dots are up-regulated. (**B**) Heatmap with hierarchic clustering of differentially expressed genes. Genes belonging to the significantly enriched ontological group with the strongest effects (lowest adjusted *p*-value) are shown as dots. (**C**) Principal component analysis (PCA) plots showing the first two principal components of the filtered microarray data set. (**D**) Venn diagram displaying different and common DEGs regulated in the R6/1 vs. WT 6 months old mice and R6/2 vs. WT 9 weeks old mice. Symbols of common genes are shown.

**Figure 2:**
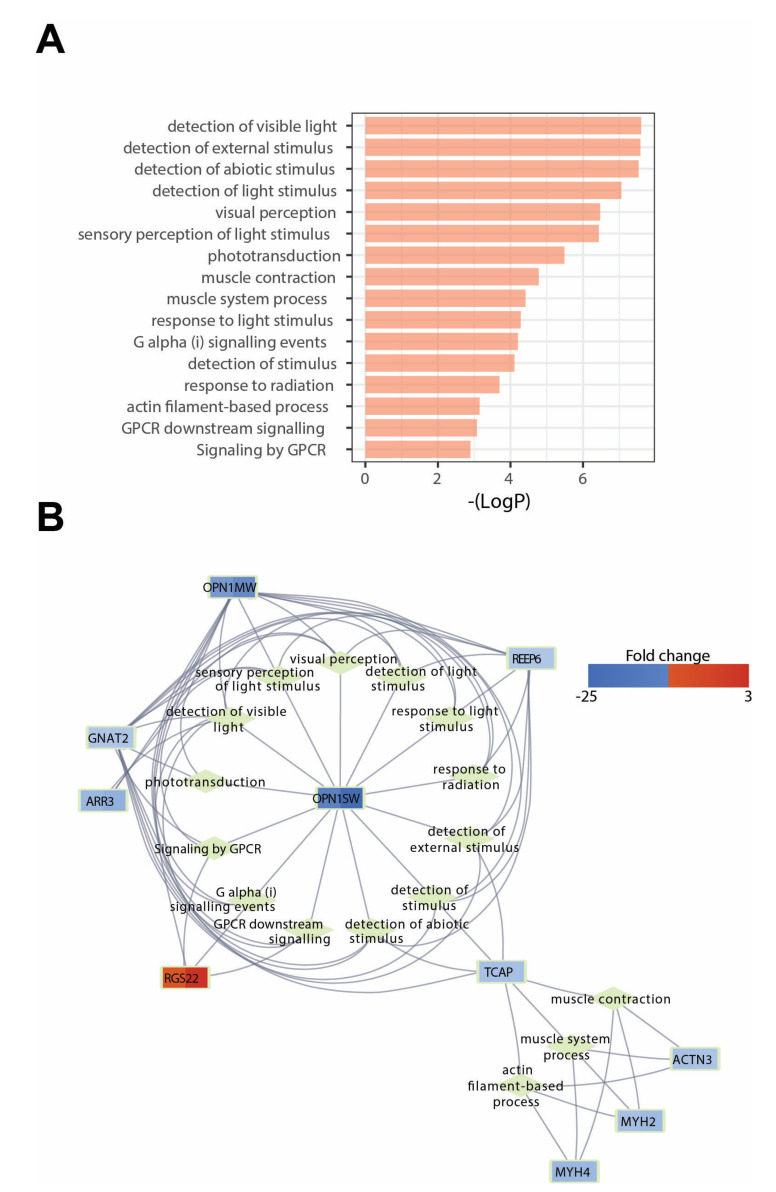
Ontological group regulated by common differentially expressed genes (DEGs) in two symptomatic HD mouse models: R6/2 vs. WT at 9 weeks of age and R6/1 vs. WT at 6 months of age. (**A**) Significantly enriched GO terms by common DEGs by Metascape analysis. (**B**) Interaction network between common DEGs and enriched GO terms. Fold change values for individual genes are marked by a color scale.

**Figure 3:**
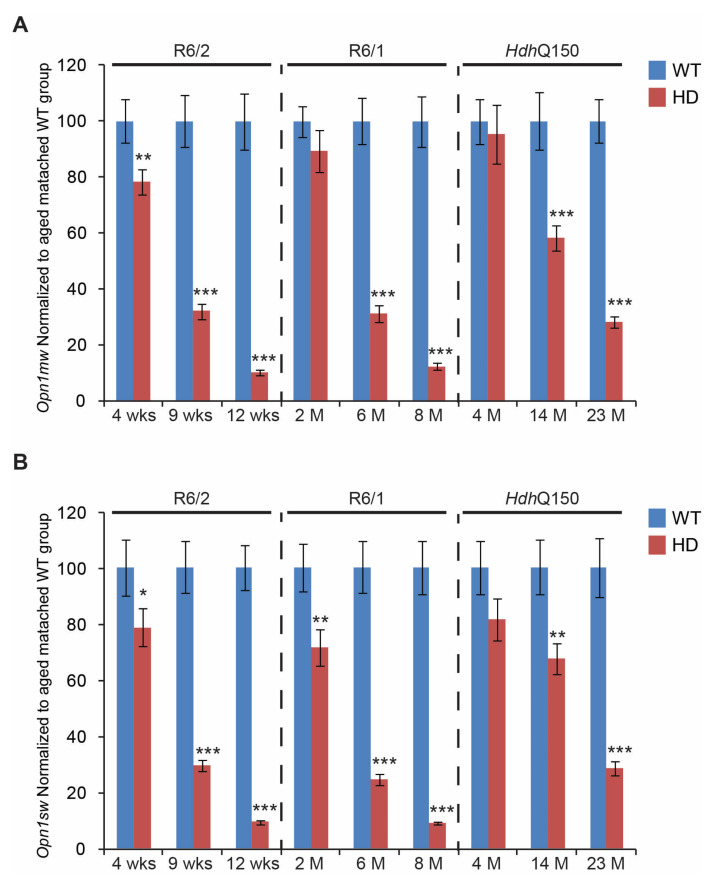
Transcriptional alterations of two *Opsin* genes involved in normal color vision. Transcripts of (**A**) *Opn1mw* (Opsin 1: cone pigments, medium-wave-sensitive)*,* (**B**) *Opn1sw* (Opsin 1: cone pigments, short-wave-sensitive), were assessed in the eye of three HD mouse models at: pre-symptomatic stage (4 weeks R6/2 mice, 2 months R6/1, mice and 4 months *Hdh*Q150 mice); symptomatic stage (9 weeks R6/2 mice, 6 months R6/1 mice, and 14 months *Hdh*Q150 mice), and end-stage (12 weeks R6/2 mice, 8 months R6/1 mice, and 23 months *Hdh*Q150 mice). All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes, as indicated in the Materials and Methods section. Error bars are ± SEM (n = 6). SEM represents biological replicates. Student’s *t*-test: * *p* < 0.05, ** *p* < 0.01; *** *p* < 0.001.

**Figure 4:**
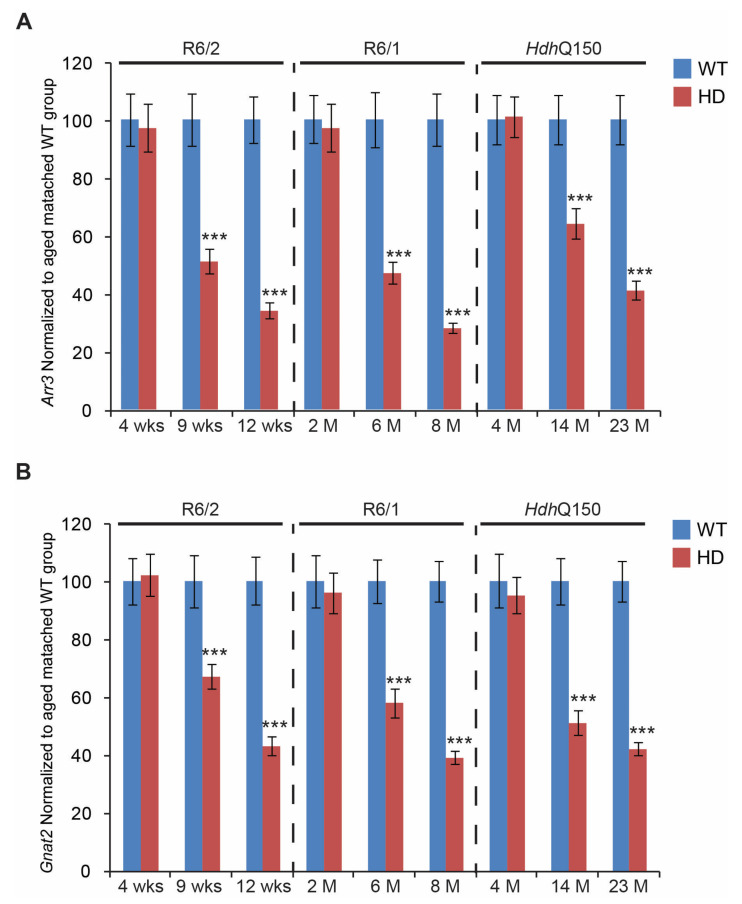
Transcriptional reductions of cone-specific genes. Transcripts of (**A**) *Arr3* (Arrestin 3, retinal)*,* (**B**) *Gnat2* (G protein subunit alpha transducin 2), were assessed in the eyes of three HD mouse models at: pre-symptomatic stage (4 weeks R6/2 mice, 2 months R6/1 mice, and 4 months *Hdh*Q150 mice); symptomatic stage (9 weeks R6/2 mice, 6 months R6/1 mice, and 14 months *Hdh*Q150 mice), and end-stage (12 weeks R6/2 mice, 8 months R6/1 mice, and 23 months *Hdh*Q150 mice). All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes, as indicated in the Material and Methods section. Error bars are ± SEM (n = 6). SEM represents biological replicates. Student’s *t*-test: *** *p* < 0.001.

**Figure 5:**
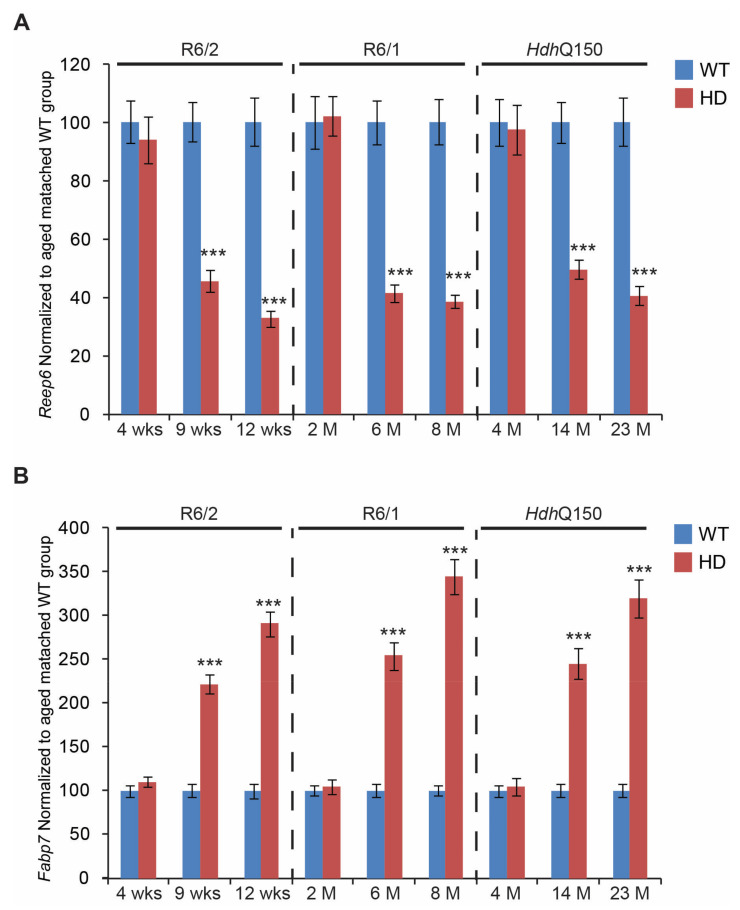
Transcriptional alterations of genes linked to retina degeneration. Transcripts of (**A**) *Reep6* (Receptor expression enhancing protein 6) and (**B**) *Fabp7* (fatty acid binding protein 7, brain), were assessed in the eyes of three HD mouse models at: pre-symptomatic stage (4 weeks R6/2 mice, 2 months R6/1 mice, and 4 months *Hdh*Q150 mice); symptomatic stage (9 weeks R6/2 mice, 6 months R6/1 mice, and 14 months *Hdh*Q150 mice), and end-stage (12 weeks R6/2 mice, 8 months R6/1 mice, and 23 months *Hdh*Q150 mice). All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes, as indicated in the Materials and Methods section. Error bars are ± SEM (n = 6). SEM represents biological replicates. Student’s *t*-test: *** *p* < 0.001.

**Figure 6:**
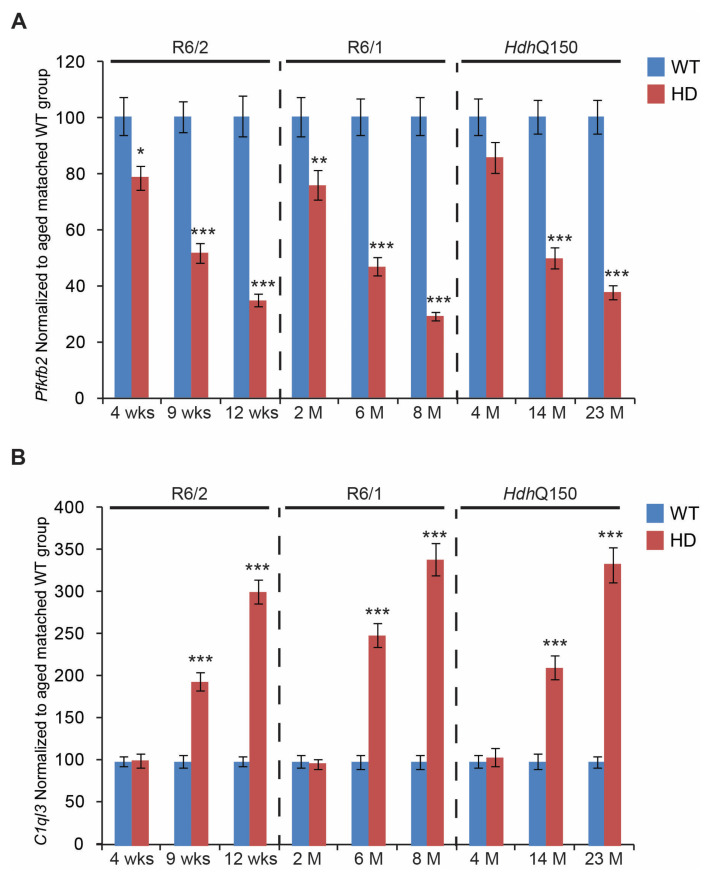
Transcriptional alterations of genes involved in energy homeostasis. Transcripts of (**A**) *Pfkfb2* (6-phosphofructo-2-kinase/fructose-2,6-biphosphatase2) and (**B**) *C1ql3* (Complement Component1, Q Sup-component-Like 3), were assessed in the eyes of three HD mouse models at: pre-symptomatic stage (4 weeks R6/2 mice, 2 months R6/1 mice, and 4 months *Hdh*Q150 mice); symptomatic stage (9 weeks R6/2 mice, 6 months R6/1 mice, and 14 months *Hdh*Q150 mice), and end-stage (12 weeks R6/2 mice, 8 months R6/1 mice, and 23 months *Hdh*Q150 mice). All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes, as indicated in the Material and Methods section. Error bars are ± SEM (n = 6). SEM represents biological replicates. Student’s *t*-test: * *p* < 0.05, ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

Raw Data files are available from the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/, accessed on 25 March 2022) under the GEO accession number GSE 199335.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11101675/s1, Figure S1: Identification of reference genes for qPCR from the eye tissues of HD mouse models.

# Supplementary material for: Identification of the Transcriptional Biomarkers Panel Linked to Pathological Remodelling of the Eye Tissues in Various HD Mouse Models
**Source:** Cells. 2022 May 18;11(10):1675. doi: 10.3390/cells11101675
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURE

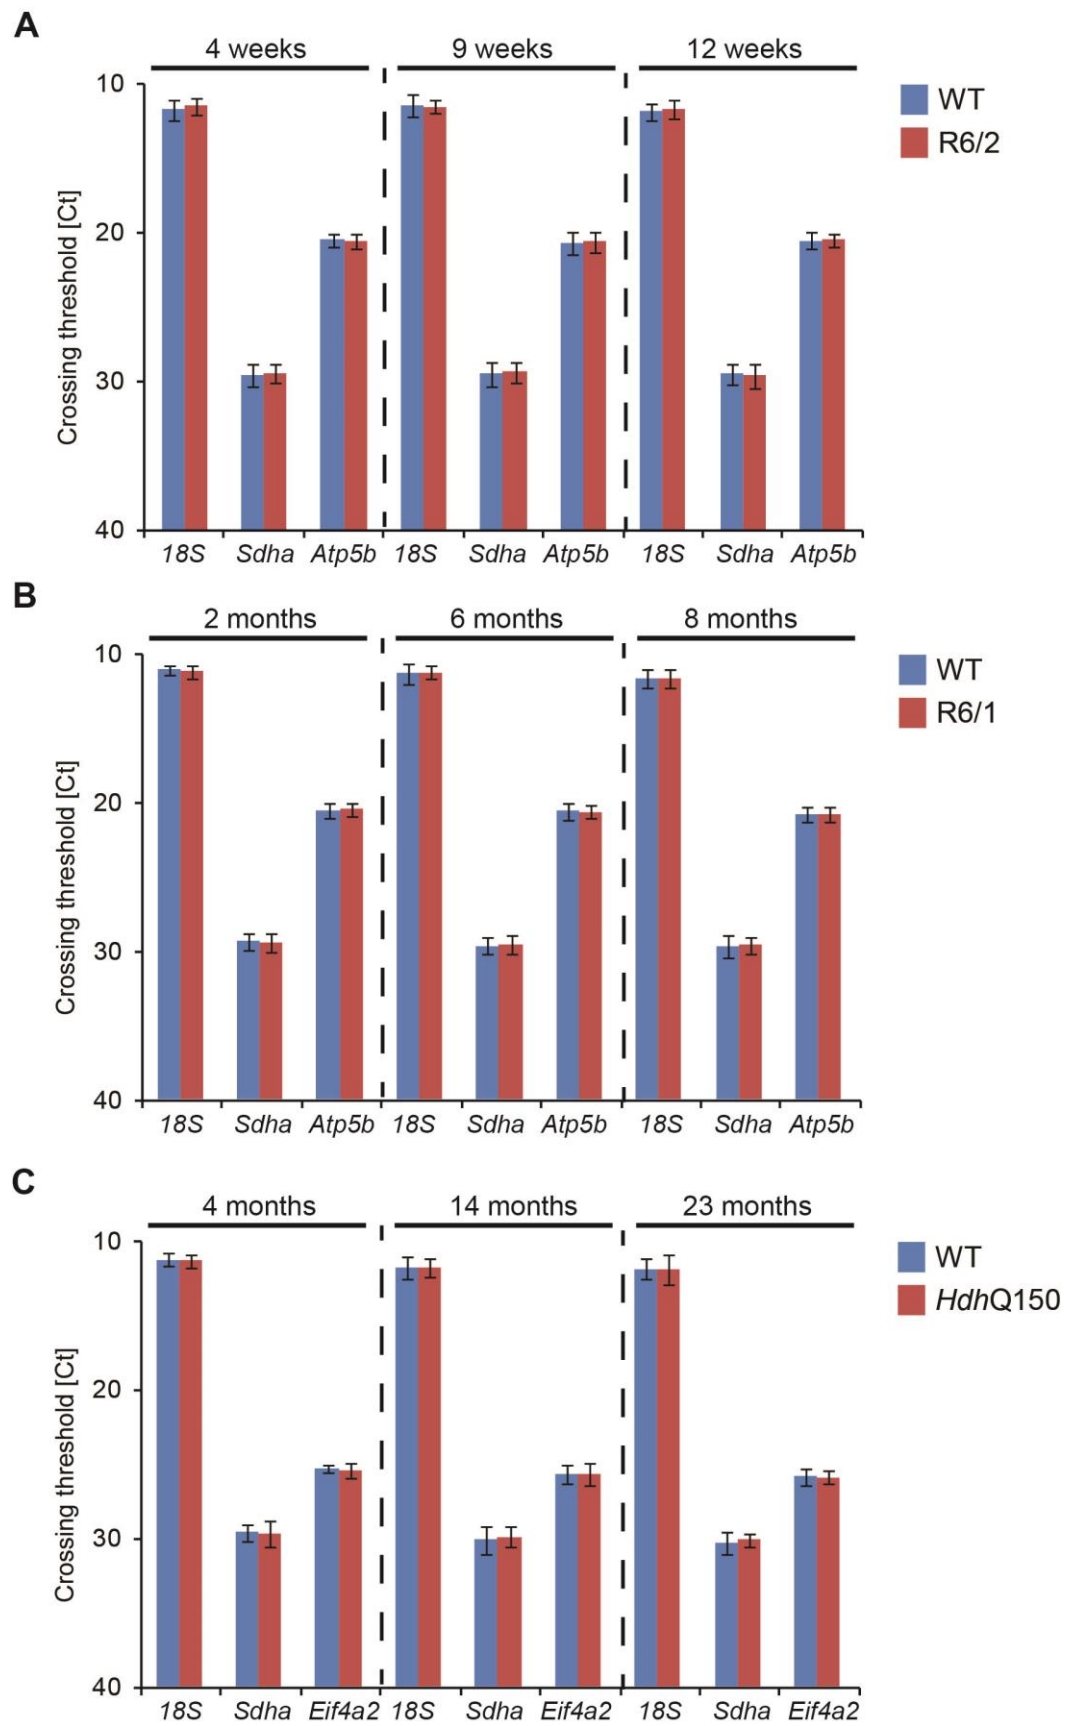

Figure S1. Identification of reference genes for qPCR from the eye tissues of HD mouse models. GeNorm analysis was used to identify optimal reference genes. Raw crossing threshold (Ct) data for a panel of three reference genes from the geNorm kit are shown (A) R6/2 mouse model at the age of 4 weeks, 9 weeks and 12 weeks, (B) R6/1 mouse model at the age of 2 months, 6 months and 8 months, (C) *Hdh*Q150 mouse model at the age of 4 months, 14 months and 23 months. *Sdha* (Succinate dehydrogenase complex, subunit A, 66945), *18S* (18S rRNA, 19791), *Eif4A2* (Eukaryotic translation initiation factor 4A2, 13682), *Atp5b* (ATP synthase subunit, 11947).

How the deposited data were processed for this re-analysis (not part of the article)

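Transcript levels in eyes of R6/1 mice and wild type (WT) mice at 6 months of age, and of R6/2 mice and WT mice at 9 weeks of age, were taken from 15 Affymetrix Mouse Gene 2.1 ST arrays. The authors corrected background, normalized across arrays and summarized probes with RMA, and deposited log2 values of all probe sets without a variance filter. The interquartile ranges of the deposited arrays are unequal. The files give no genome positions, probe intensities or background levels. The number of arrays and the signal over background limit the precision.

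The labels give 4 WT and 3 R6/1 arrays at 6 months, while the paper gives 3 and 4. Colours of the heatmaps in Fig. 1B were read per gene and column and correlated across genes with the deposited values to match columns to arrays. Each comparison was made with the groups as labelled and with the array labelled WT replicate 4 at 6 months counted as R6/1. Replicate numbers were tested for pairing by correlating deviations from group means. At 6 months r was 0.41, 0.34 and 0.75 in replicates 1, 2 and 3, and up to 0.31 between other numbers, so only replicates 3 stood clearly apart. At 9 weeks arrays of the same number did not resemble each other, and the labels name no pairing. The replicate number was used as a block in an alternative.

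Probe sets with 1 gene symbol were kept, 23521 in all, and a gene with several was represented by the probe set with the highest mean. Of 22180 genes, the 50% with the higher interquartile range over all arrays were tested, as the paper filters by variance. A linear model with 4 group means was fitted with limma 3.58.1 in R 4.3.3 with empirical Bayes moderation. Comparisons were R6/1 against WT at 6 months, R6/2 against WT at 9 weeks, the change in R6/1 minus the change in R6/2, and WT at 6 months against WT at 9 weeks. A gene was called at p under 0.05 and Benjamini-Hochberg adjusted p under 0.20. The method was run on simulated values, drawn independently for each gene and so without the structure that the real arrays share. For R6/2, 29.9%, 89.6% and 100% of log2 changes of 0.5, 1 and 2 were recovered, and 30 of 184 calls were false. With 1 array of the wrong label at 6 months, 0%, 20.9% and 50% were recovered, and 12 of 60 calls were false.

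The lists comprised 33 groups of ocular cell types, muscle types and cell processes, with 495 of 547 genes measured. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 33 lists. Counts of called list members are also given adjusted over the list alone. Mean list values per array, principal components and shares of variance were compared with exact permutation tests, two-sided. Overlaps of called genes were tested with Fisher's exact test. The overlap that independent lists would give is the product of the numbers called over the number tested.

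Genes named in the text were taken by a rule set in advance. It covers the genes the paper names as measured, Htt, the qPCR reference genes, Gm12695 and the genes of Fig. 1D. It adds, per comparison, the 10 largest rises and 10 largest falls among called genes whose groups of arrays do not overlap, and up to 4 members of each list with the lowest p. For the difference between the models and for age it adds the 10 largest changes called. Chance leaves 2.86% of genes without overlap for 4 arrays against 4 and 5.71% for 3 against 4. Pde6c and Uckl1os fall outside the rule and were named after their values were seen.

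The alternatives covered the variance filter, the threshold, the arrays in the fit, the choice of probe set, the empirical Bayes settings, further centring or quantile normalization, array weights, a filter on dim genes, the replicate block, a muscle score as covariate, leaving out each array, and counting each WT array at 6 months as R6/1. After the data had been seen, leaving out 2 arrays together at each age, the interquartile range of the array as a covariate, the combination of the groups of Fig. 1B with every alternative, and differences of list scores without genes seen in the paper were added. The enrichment of terms was not repeated, since the databases it needs were not available here, and the qPCR measurements were not analysed here.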

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

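The counts of other splits for the groups of Fig. 1B, the look at where both replicates 3 fall in them, the comparison among splits that part 3 pairs, and the values of arrays within those groups were chosen only after the results had been seen, and the other tests in this part were set in advance. Array values, list means per array and principal components were compared within groups of 4 arrays, and the gap of the farthest array to its nearest neighbour was divided by the range of the group. Of 168 values tested, 16 passed Dixon's 95% limit for that ratio, while chance passes about 1 in 20 groups, or 8.4 here.

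At 6 months, the array labelled WT replicate 4 stood far from the other WT arrays in Opn1sw, the short-wave cone opsin (3.48 against 7.46 to 7.84, a gap of 0.913 of the range), and in Arr3, cone arrestin (4.34 against 6.79 to 7.22, 0.852). A wrong label may account for this: over the 19 genes called between R6/2 and WT at 9 weeks, its score was 0.94, within the 0.86 to 1.34 of the R6/1 arrays and outside the -1.65 to -1.20 of the other WT arrays. The 19 genes include Opn1sw and Arr3, so the score partly repeats the gaps above. They were called with an error taken from all arrays, those at 6 months included. Counting that array as R6/1 raised the called genes from 6 to 53, and counting WT replicate 1, 2 or 3 as R6/1 gave 0. At which step such a label arose is open, and a WT mouse with an expression profile like that of HD mice was not tested as an explanation.

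The other splits of the 7 arrays at 6 months do not let chance be excluded from the counts. With 6 genes called as labelled, 8 of 35 splits called as many, and with 53 genes for the groups of Fig. 1B, 6 of 35 did, the highest of the other splits calling 2880. Splits that call so many point to a structure of the samples: the 5 highest place both replicates 3, the arrays with the smallest interquartile ranges, on the same side. If replicate numbers pair arrays at 6 months, which the labels do not state, another comparison is with the 8 splits that part 3 pairs. Of these, the groups of Fig. 1B called 53 genes and the next, the groups as labelled, 6.

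At 9 weeks, chance could likewise not be excluded from the number of genes called between R6/2 and WT. As labelled, 19 genes were called and 2 of 35 splits called as many, with 108 in the highest of the others. With the groups of Fig. 1B, 62 genes were called and 2 of 35 splits called as many, with 110 in the highest of the others. That split exchanges WT replicate 3 and R6/2 replicate 4 and points to a structure of the samples.

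Genes of the trabecular meshwork and ciliary body changed differently in the models: the change in R6/1 minus that in R6/2 averaged -0.26 on the log2 scale with the groups of Fig. 1B (camera adjusted p = 1.5e-05, adjusted p = 0.0163 with an estimated correlation) and -0.25 as labelled (adjusted p = 0.0258 with an estimated correlation). Between WT eyes at 6 months and at 9 weeks, which the paper does not compare, 1635 genes were called with the groups of Fig. 1B and 2128 as labelled.

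PC1 was 138 in WT replicate 3 at 6 months against -39.9 to -29.5 in the other arrays labelled WT (0.942). Among the arrays of R6/1 in Fig. 1B it was 102 in replicate 3 against -39.9 to -26.8 (0.908). At 9 weeks it was 33.2 in WT replicate 3 against -34.2 to -31.2 (0.956). Among the same R6/1 arrays, Opn1mw was 2.33 in replicate 3 against 2.05 to 2.06 (0.947). Reep6 was 9.07 in R6/2 replicate 2 against 9.03 to 9.04 (0.853). The rod list averaged 8.01 in R6/2 replicate 2 against 7.82 to 7.84 (0.916). In WT replicate 4 at 9 weeks, the Mueller glia list averaged 6.15 against 6.42 to 6.45 (0.913). The melanocyte and pigment list averaged 4.88 in the same array against 5.17 to 5.19 (0.931). The mean of the reference genes there was 8.13 against 8.04 to 8.06 (0.844). The melanocyte and pigment list averaged 5.00 in R6/2 replicate 3 against 5.23 to 5.27 (0.835). The cornea and epithelium list averaged 6.43 in R6/2 replicate 4 against 6.68 to 6.70 (0.942). The blood list averaged 4.19 in WT replicate 1 at 9 weeks against 4.04 to 4.05 (0.929). The endothelium and pericyte list averaged 4.22 in WT replicate 3 at 9 weeks against 4.42 to 4.44 (0.900). The adipocyte list averaged 4.14 in R6/2 replicate 1 against 3.47 to 3.54 (0.893).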

How the results depend on the processing

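Every combination of the groups of Fig. 1B with another setting, leaving out 2 arrays together, and the interquartile range of the array as a covariate were chosen only after the results had been seen. Over 7588 pairs of a named gene and a setting, 6831 stayed on their side of the threshold, 461 fell short of it, 296 passed it and 0 changed sign between called values, and over 4224 pairs of a list and a setting these were 3832, 213, 178 and 1. Changes of sign in genes and lists that were not called are not counted in these numbers. With the groups of Fig. 1B, Opn1sw, Opn1mw, Arr3, Fabp7, Tmem26 and Pvalb passed the threshold in both models under each alternative run. So did the muscle genes Actn3, Mb, Mybphl, Myh15, Myh2, Mylk4 and Tcap. As labelled, the counts of called genes moved with most settings. With WT 6 months replicate 4 counted as R6/1, they stayed within 1.5 times in 24 (lower in R6/1), 23 (higher in R6/1), 16 (lower in R6/2), 12 (higher in R6/2), 24 (lower in both) and 14 (higher in both) of 31 settings. The number of arrays and the signal over background, which the files do not give, limit how many genes can be called. Where fewer arrays or a stricter threshold gave fewer genes, the setting itself removes them. For every other moved value below, the cause was not tested.

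In what follows, each set of values is in the order lower and higher in R6/1, lower and higher in R6/2, and lower and higher in both models, and results not given stayed within 1.5 times. As labelled, no variance filter gave 0 lower and 2 higher in R6/1, 0 and 0 in both, and 15.0% of variance on PC2. The interquartile range over the arrays of the comparison gave 2 lower in both. Adjusted p under 0.05 gave 0, 1, 0, 0, 0 and 0, and 276 genes for age. Only the 2 groups in the fit gave 0, 1, 30, 30, 0 and 0. Trend and robust empirical Bayes gave 0 lower in R6/1, and 0 and 1 in both. Median centring gave 1 and 2 in R6/1 and 0 higher in both. Quantile normalization gave 0, 2, 30, 39, 0 and 0. Array weights gave 61, 21, 1107, 987, 27 and 9. With dim genes left out they were 0, 0, 21, 13, 0 and 0. The replicate block gave 22, 9, 33 and 16, and 9 lower in both. The muscle score as covariate gave 9 and 8 in R6/1 and 7 lower in both. Counting WT 6 months replicate 1 as R6/1 gave 0, 0, 1, 4, 0 and 0, with 1 gene for the difference between models, counting replicate 2 gave 0, 0, 0, 0, 0 and 0, and counting replicate 3 gave 0, 0, 2, 4, 0 and 0. Counting replicate 4 as R6/1 gave 43, 10, 35, 27, 19 and 5, and reversed the called list of muscle of either fibre type in R6/1 to -0.33. The slow-twitch muscle list in R6/1, not called as labelled at 0.13, was then lower at -0.21, and further lists that were not called changed sign. Leaving both WT 6 months 3 and R6/1 6 months 3 out gave 0, 1, 55, 96, 0 and 0. Leaving both WT 9 weeks 2 and 4 out gave 4 and 2 in R6/2, 2 and 0 in both, 258 for age and 1 for the difference between models. The array interquartile range as covariate gave 6, 9, 218, 333, 4 and 4, and 3335 for age. Genes centred but not scaled gave 36.1% of variance on PC1.

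With the groups of Fig. 1B, adjusted p under 0.05 gave 6 higher in R6/1, 13 and 8 in R6/2, 12 and 2 in both, and 150 for age. Only the 2 groups in the fit gave 2 higher in both. Median centring gave 23 and 9 in R6/2 and 2 higher in both. Quantile normalization gave 75, 22, 79, 89, 30 and 10. Array weights gave 183, 48, 1124, 977, 84 and 24. With dim genes left out, R6/2 had 58 and 51. The replicate block gave 122 and 63 in R6/2. The muscle score as covariate gave 25 higher in R6/1 and 9 higher in both. Leaving both WT 6 months 3 and R6/1 6 months 3 out gave 130 and 197 in R6/2, and 2543 for age. Leaving both WT 9 weeks 2 and 4 out gave 66 and 20 in R6/1, 8 higher in R6/2, 2 higher in both, and 212 for age. The array interquartile range as covariate gave 96, 36, 315, 433, 49 and 19, and 2894 for age.

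Leaving out 1 array at a time, as labelled, gave 0 (without WT 6 months 1) to 40 (without WT 6 months 4) lower and 0 (without R6/1 1) to 11 (without WT 6 months 4) higher genes in R6/1. R6/2 had 1 (without R6/2 3) to 598 (without WT 9 weeks 3) lower and 1 to 249 higher under the same settings, and 195 lower and 74 higher without WT 9 weeks 1. Both models shared 0 to 17 lower and 0 to 3 higher genes, most without WT 6 months 4. Age gave 681 (without WT 9 weeks 2) to 2903 (without WT 6 months 3) genes, and the difference between models 0 to 1 (without WT 9 weeks 2). Genotype within age held 12.4% (without WT 9 weeks 4) to 17.8% (without WT 6 months 3) of variance, PC1 21.2% (without WT 6 months 3) to 29.5% (without WT 9 weeks 4) and PC2 17.4% (without WT 6 months 4) to 19.3% (without R6/2 3). With the groups of Fig. 1B, R6/1 had 26 (without WT 6 months 1) to 87 (without WT 6 months 3) lower and 7 (without R6/1 2) to 22 (without R6/1 3) higher genes. R6/2 had 13 (without R6/2 4) to 637 (without WT 9 weeks 3) lower and 8 (without WT 9 weeks 4 or R6/2 4) to 283 (without WT 9 weeks 3) higher genes. Both models shared 12 (without R6/2 2 or 3) to 29 (without WT 6 months 3) lower and 2 (without any R6/2 array) to 6 (without R6/1 3 or WT 9 weeks 3) higher genes. Age gave 503 (without WT 9 weeks 2) to 2223 (without WT 9 weeks 3) genes, the difference between models 0 to 1 (without WT 6 months 3), and genotype within age 13.6% (without R6/2 2) to 18.0% (without R6/1 3) of variance.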

Differences from the paper's values

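The combinations of the groups of Fig. 1B with another setting, leaving out 2 arrays together, and the interquartile range of the array as a covariate were chosen only after the results had been seen, and the other alternatives were set before the data were examined. Values are at the threshold the paper states.

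In R6/1 eyes at 6 months, the paper's value is 38 lower genes and the value as labelled was 2. The paper's value is 11 higher genes in R6/1 and the value as labelled was 4. In R6/2 eyes at 9 weeks, the paper's value is 27 lower genes and the value as labelled was 11. The paper's value is 25 higher genes in R6/2 and the value as labelled was 8. In both models, the paper's values are 16 lower and 5 higher genes and the values as labelled were 1 and 2.

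Of the alternatives set before the data were examined, counting the array labelled WT 6 months replicate 4 as R6/1 brought all of these counts within 1.5 times of the paper's, at 43 and 10 in R6/1, 35 and 27 in R6/2, and 19 and 5 in both, and dropped 0 of the 20 genes of Fig. 1D that could be tested. Leaving that array out did so for all but the higher genes in both models, at 40 and 11 in R6/1, 31 and 21 in R6/2, and 17 lower in both, with 3 higher in both. The replicate block brought the higher genes in R6/1 (9) and the lower genes in R6/2 (33) within that range. The muscle score as covariate did so for the higher genes in R6/1 (8), and only the 2 groups in the fit for both R6/2 counts (30 and 30). Quantile normalization (30), dim genes left out (21) and leaving out WT 6 months replicate 3 (23) did so for the lower genes in R6/2. All other counts under these alternatives, and all counts under the remaining alternatives, still differed.

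The groups of Fig. 1B with the replicate block gave 38 lower and 11 higher genes in R6/1, the paper's values, a setting chosen after seeing the values, and dropped 3 of the 20 genes of Fig. 1D that could be tested, Pfkfb2, Rasa2 and Agbl1. It gave 122 and 63 genes in R6/2. The same groups also stayed within 1.5 times of every count of the paper, chosen after seeing the values, with no variance filter, the interquartile range over the arrays of the comparison, every probe set on its own, the mean of the probe sets, and trend and robust empirical Bayes, each of which dropped 0 of these genes. They did so too without WT 6 months replicate 1, which dropped 2, and without R6/1 replicate 1, which dropped 3. The remaining settings with these groups reached some of the paper's counts and missed others, except quantile normalization, array weights and the array interquartile range as covariate, which reached none. As labelled, the array interquartile range as covariate, chosen after seeing the values, reached the higher genes in R6/1 (9) and in both models (4) and dropped 0 of the genes of Fig. 1D called as labelled.

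Fig. 1B heads 4 columns of the R6/2 heatmap as WT, and these matched arrays labelled R6/2 at r of 0.996 to 0.998 across genes, while its columns headed R6/2 matched arrays labelled WT at 9 weeks at 0.994 to 0.995. The labels give the direction that the paper states for R6/2: Opn1sw averaged 3.27 in arrays labelled R6/2 and 7.42 in those labelled WT, and Fabp7 5.91 and 4.78. In the R6/1 heatmap, the remaining column headed WT matched no single array best: its r was 0.999 with the mean of WT replicates 1 to 3 and 0.971 with WT replicate 1. The paper states that C1ql3 was deregulated in both models on the array, and here this rests on a probe set shared with Pter, called in both models with the groups of Fig. 1B and in neither as labelled. As labelled, 17 of the 20 genes of Fig. 1D that could be tested were not called in R6/1 and 11 were not called in R6/2. The shares of variance printed in Fig. 1C, about 27% for PC1 and about 20% for PC2, read by eye, were 26.4% and 18.4% here, no difference by the same rule.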

Other observations

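The groups of Fig. 1B, which lead each value here, were combined with the other settings only after the results had been seen, and the tests of muscle amount and photoreceptor share were set in advance, apart from those without the genes seen in the paper, which were chosen only after the result was seen. The lists of the extracellular matrix and of the trabecular meshwork, the outflow tissue of the anterior eye, were higher in R6/2 eyes with camera. Of 21 matrix genes, 6 rose (12 higher when adjusted over the list alone) and the mean log2 fold change was 0.47 (camera adjusted p = 2.16e-15, adjusted p = 0.0498 with an estimated correlation). Of 13 trabecular and ciliary body genes, Cpxm1, Col12a1, Thbs1 and Fstl1 rose (6 higher and 2 lower when adjusted over the list alone), at a mean of 0.25 (camera adjusted p = 1.27e-06, adjusted p = 0.00851 with an estimated correlation). As labelled, 3 genes of each list rose in R6/2, and with an estimated correlation the matrix list was no longer called (adjusted p = 0.0556) and the trabecular list was (adjusted p = 0.00846). Averaged per array, 11 of the 33 lists parted all R6/2 from all WT arrays (exact permutation test, p = 0.0286, or 0.0857 adjusted over the lists). Besides these 2, the cone list and the fast-twitch list, they were Mueller glia (0.20), microglia and macrophage (0.12), complement and MHC class I (0.17), cell cycle (0.16), cilium (0.23), the reference genes (0.13), and amacrine and horizontal cells (-0.22), none of these 7 called with an estimated correlation (adjusted p = 0.255 to 0.392). Col12a1, a collagen that binds fibrils, had a log2 fold change of 0.95 in R6/2 (standard error 0.18, limma adjusted p = 0.0452) and 0.03 in R6/1. Thbs1, thrombospondin, a matrix glycoprotein, rose by 0.81 in R6/2 (standard error 0.17, limma adjusted p = 0.0732). In R6/1, no gene of either list was called by limma, nor was any when adjusted over the matrix list alone, and the mean of the matrix list was 0.20 (camera adjusted p = 0.00155, adjusted p = 0.38 with an estimated correlation).

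B2m, the light chain of MHC class I, rose in R6/2 eyes (log2 fold change 0.83, standard error 0.15, limma adjusted p = 0.0349) and was -0.03 in R6/1. Of 13 interferon response genes, none was called by limma in either model, while adjusted over the list alone 4 were higher in R6/1 and 6 in R6/2. Their means were 0.28 and 0.31 (adjusted p = 0.158 and 0.255 with an estimated correlation). Of 23 cilium genes, Ift22, a part of intraflagellar transport (log2 fold change 0.71, limma adjusted p = 0.151), and Tmem237 of the transition zone (0.64, limma adjusted p = 0.103) rose in R6/2 (7 higher when adjusted over the list alone, adjusted p = 0.323 with an estimated correlation). All 21 lens genes had log2 fold changes above 0 in R6/2, with a mean of 0.28 and none called by limma (2 higher when adjusted over the list alone, camera adjusted p = 2.23e-06, adjusted p = 0.323 with an estimated correlation). The lens list scored 8.50, 8.05, 8.34 and 7.86 in the WT arrays at 9 weeks and 8.44 to 8.48 in the R6/2 arrays. The rise thus rests mainly on WT replicates 2 and 4. Adipocyte genes averaged -0.58 in R6/2, none called by limma (4 lower when adjusted over the list alone, camera adjusted p = 2.44e-05, adjusted p = 0.269 with an estimated correlation). The list of the lacrimal and Harderian gland scored 3.63, 5.34, 3.11 and 4.48 in the WT arrays at 9 weeks and 3.08, 2.94, 4.89 and 3.65 in the R6/2 arrays (exact permutation test, p = 0.457). In WT eyes, 11 of 21 lens genes were lower at 6 months than at 9 weeks (12 when adjusted over the list alone), at a mean of -0.78 (camera adjusted p = 1.99e-12, adjusted p = 0.581 with an estimated correlation). Htt, the mouse huntingtin gene, had log2 fold changes of 0.07 and 0.04 in R6/1 and R6/2.

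The fast-twitch muscle list was lower in both models with camera, though not called with an estimated correlation (adjusted p = 0.0986 in R6/1 and 0.105 in R6/2). As labelled, no fast-twitch gene was called in R6/1 (exact permutation test of the list score, p = 0.429). Less muscle left on the dissected eyes could lower these genes. By the prediction set in advance, slow-twitch genes would then be lower by about as much. The slow-twitch minus the fast-twitch score was -0.96 ± 0.25 (SD, n = 4) in R6/2 and -1.81 ± 0.21 (SD, n = 4) in WT, a difference of 0.85 with every R6/2 array higher (exact permutation test, p = 0.0286). It was 0.86 in R6/1 (exact permutation test, p = 0.0286) and 0.61 as labelled (exact permutation test, p = 0.143). Without the genes of either list seen in the paper, it was 0.61 in R6/2 (exact permutation test, p = 0.0286), 0.66 in R6/1 (exact permutation test, p = 0.0286) and 0.42 as labelled (exact permutation test, p = 0.20). Within R6/2, the score over all list genes rose as muscle genes fell. It was -1.27 in replicate 1 and -0.73 in replicate 2, where muscle of either fibre type scored 5.12 and 4.26. It therefore does not hold the amount of muscle fixed. At a like level of 5.09, WT replicate 4 at 9 weeks scored -1.86. The fast-twitch score minus that of muscle of either fibre type was 0.46 to 0.65 in R6/2 and 1.06 to 1.31 in WT. In R6/2, these last values argue against a lower amount of the same muscle as the whole cause. With the muscle score as covariate the fast-twitch muscle list still averaged -0.74 in R6/1 and -0.66 in R6/2. A different mix of muscles on the eyes, and a change within muscle fibres with HD, stay open.

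Of 18 cone genes, 6 fell in R6/1 and 4 in R6/2, and the cone list was not called with an estimated correlation (adjusted p = 0.0924 and 0.255). As labelled, that test called the list lower in R6/1. A lower share of photoreceptor tissue could lower cone genes. Rod genes would then be lower by about as much. Over all genes of the lists, the cone minus the rod score was -3.27 ± 0.13 (SD, n = 4) in R6/2 and -2.79 ± 0.05 (SD, n = 4) in WT, a difference of -0.48 with every R6/2 array lower (exact permutation test, p = 0.0286). It was -0.50 in R6/1 (exact permutation test, p = 0.0286) and -0.41 as labelled (exact permutation test, p = 0.0857). By the rule set in advance, a score lower in every R6/2 array goes against a lower share as the cause. The difference rests, though, on cone genes whose falls had been seen in the paper when the lists were written. Without the genes of either list seen there, the difference was 0.16 in R6/2 (exact permutation test, p = 0.0571), of opposite sign, 0.21 in R6/1 (exact permutation test, p = 0.0286) and 0.14 in R6/1 as labelled (exact permutation test, p = 0.171). The genes left out are ones the paper called in these same arrays, among them the cone genes that fell most. A smaller difference without them follows in part from that choice and covers only the other genes. It does not bear on the cone genes that fell most, whose falls exceeded those of the rod list. For the lists as wholes, where the rod medians lay below the cone medians, a lower share of photoreceptor tissue stays open. A loss of cones and a lower level of these transcripts per cone, both with HD, cannot be separated in whole eyes and were not tested.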
